# Time-dependent specific molecular signatures of inflammation and remodelling are associated with trimethylamine-N-oxide (TMAO)-induced endothelial cell dysfunction

**DOI:** 10.1038/s41598-023-46820-7

**Published:** 2023-11-20

**Authors:** Meyammai Shanmugham, Arun George Devasia, Yu Ling Chin, Kang Hao Cheong, Eng Shi Ong, Sophie Bellanger, Adaikalavan Ramasamy, Chen Huei Leo

**Keywords:** Cardiology, Molecular medicine

## Abstract

Endothelial dysfunction is a critical initiating factor contributing to cardiovascular diseases, involving the gut microbiome-derived metabolite trimethylamine N-oxide (TMAO). This study aims to clarify the time-dependent molecular pathways by which TMAO mediates endothelial dysfunction through transcriptomics and metabolomics analyses in human microvascular endothelial cells (HMEC-1). Cell viability and reactive oxygen species (ROS) generation were also evaluated. TMAO treatment for either 24H or 48H induces reduced cell viability and enhanced oxidative stress. Interestingly, the molecular signatures were distinct between the two time-points. Specifically, few Gene Ontology biological processes (BPs) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were modulated after a short (24H) compared to a long (48H) treatment. However, the KEGG signalling pathways namely “tumour necrosis factor (TNF)” and “cytokine-cytokine receptor interaction” were downregulated at 24H but activated at 48H. In addition, at 48H, BPs linked to inflammatory phenotypes were activated (confirming KEGG results), while BPs linked to extracellular matrix (ECM) structural organisation, endothelial cell proliferation, and collagen metabolism were repressed. Lastly, metabolic profiling showed that arachidonic acid, prostaglandins, and palmitic acid were enriched at 48H. This study demonstrates that TMAO induces distinct time-dependent molecular signatures involving inflammation and remodelling pathways, while pathways such as oxidative stress are also modulated, but in a non-time-dependent manner.

## Introduction

Endothelial dysfunction is closely associated with increased risk of cardiovascular diseases (CVDs), a leading cause of death worldwide^1^, while interruption in the progression of endothelium dysfunction reduces the occurrence of CVDs^2–4^. Factors contributing to CVDs include hypertension, diabetes mellitus, dyslipidaemia, obesity, age, as well as lifestyle practices such as alcohol consumption, physical inactivity, and diet^5^. In fact, dietary risk factors are key to CVD occurrence, before other common risk factors such as blood pressure or obesity, because they heighten the risk of inflammatory and apoptotic phenotypes that causes endothelial dysfunction^6,7^. In particular, dietary nutrients such as choline, betaine, lecithin, and L-carnitine found in red meat, fish, and egg yolk, are precursors of trimethylamine-N-oxide (TMAO), recently found to enhance the risk of CVDs^8,9^. These dietary nutrients are first converted into trimethylamine (TMA) by gut microbes^10^, before being oxidized into TMAO by flavin monooxygenases (FMOs) enzymes in the liver^11^.

Recent studies identified TMAO as a fundamental factor that drives inflammation and expression of adhesion molecules (2 mechanisms involved in endothelial dysfunction) through ROS modulation *in vitr*o, and high levels of circulating TMAO activate endothelial dysfunction in humans^12^ and are associated with diastolic issues^13^, heart failure^14^, atherosclerotic plaque deposition^15^, peripheral artery disease^16^, and diabetes^17–19^. However, several studies reported controversial results regarding the effects of TMAO on endothelial cells (ECs). For instance, TMAO is not cytotoxic for bovine aortic endothelial cells (BAE-1), where it does not cause any ROS generation^20^. Furthermore, the concentration of TMAO precursors, but not TMAO itself, is linked to metabolic syndrome, cardiovascular phenotypes, and inflammatory biomarkers in humans^21^. Hence, the role of TMAO as a cause of endothelial dysfunction and its potential application as a biomarker both remain unclear, and the mechanisms leading to the diseased state are debatable^22,23^. The discrepancies between studies on TMAO-induced endothelial dysfunction may be attributed to different cell types and animal models used, including different metabolic backgrounds, as well as to distinct TMAO treatment concentrations and durations. While most of the studies evaluated the endpoint impact of TMAO, little is known about the time-dependent TMAO-induced gene transcription profiles in endothelial cells (ECs). Moreover, most studies were performed in human umbilical vein endothelial cells (HUVEC), and human aortic endothelial cells (HAEC) where TMAO has been shown to cause endothelial dysfunction, a risk factor of macrovascular diseases. Hence, our study aims to investigate the impact of TMAO on microvascular endothelial cells which, is less understood. In this study, we used global approaches to investigate the chronological sequence of molecular signatures associated with TMAO-induced endothelial dysfunction in microvascular endothelial cells.

## Results

### TMAO induces oxidative stress and reduces endothelial cell viability

In most individuals, half of the TMAO produced is not metabolised and is excreted within 24H without any changes via urine, sweat, and breath. However, the remaining 50% may not be excreted from the body and may remain in systemic circulation^13^. Hence, based on the reported metabolism of TMAO in individuals, our time-dependent analysis was performed between the two crucial timepoints of 24H and 48H. To investigate the induction of oxidative stress in HMEC-1 by TMAO, ROS production levels were measured in 50 µM TMAO-treated cells after 24H and 48H (Fig. 1A). TMAO treatment induced a small (~ 10%) but significant increase in ROS levels at both time-points when compared to the control. In addition, higher concentrations of TMAO (150 and 250 µM) also significantly increased ROS levels for both time-points (Supplementary Fig. 1A-B). As oxidative stress is associated with reduced cell death or reduced cell growth, we explored the time-dependent effects of TMAO on HMEC-1 cell viability. When quantified using PrestoBlue, cell viability was significantly reduced at both 24H and 48H, indicating that TMAO (50 µM) lowered proliferation and/or caused cell death (Fig. 1B). Indeed, cell counting from the respective microscopy images also demonstrated that the cell density was significantly reduced at both 24H (76 ± 7%, *n* = 4, *p* < 0.05) and 48H (52 ± 4%, n = 4, *p* < 0.05) after TMAO treatment when compared to the control (100 ± 0%, n = 4) (Fig. 1C-E). Similarly, a reduction in cell viability was observed with higher concentrations of TMAO (150 and 250 µM) at both time-points (Supplementary Fig. 1C-D). While all the tested TMAO concentrations observed reduced the number of viable cells compared to the control, subsequent experiments were conducted using 50 µM TMAO as this concentration was reported to be physiologically relevant to disease conditions in clinical studies^17,24^. Furthermore, given that ROS levels and cell viability between controls were comparable for 24H and 48H treatments (data not shown), controls from the two different timepoints (24H and 48H) were pooled for subsequent RNA sequencing and PCR analysis.

**Figure 1:**
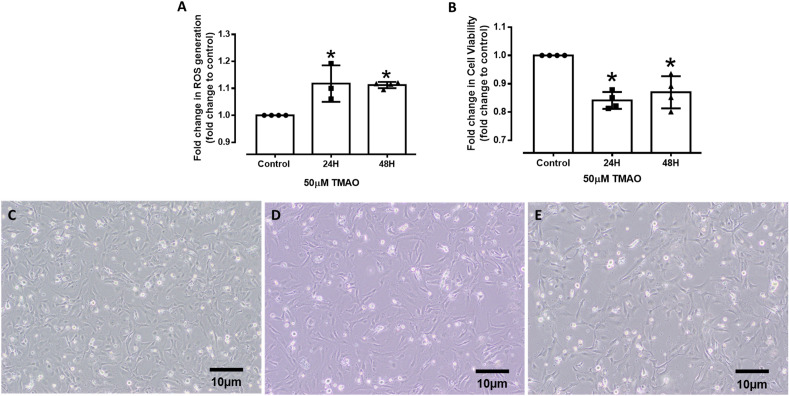
TMAO activates ROS production and lowers cell viability in HMEC-1. (**A**) Quantification of ROS. (**B**) Quantification of cell viability. Values are expressed as mean ± SEM; the number of experiments per group is shown by individual data points. (**C**) Brightfield microscopy images of untreated control cells, (**D**) 24H of 50 µM TMAO treatment, and (**E**) 48H of 50 µM TMAO treatment. *Significantly different from control (P < 0.05, One-way ANOVA, Dunnett’s test).

### Transcriptomic profiling (differentially expressed gene analysis)

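RNA sequencing was performed on HMEC-1, an established line of human microvascular endothelial cells, treated with 50 µM TMAO for 24H or 48H and on untreated controls, with 3 libraries in each of the 3 groups. The authors processed the reads with version 3.6 of the nf-core RNAseq pipeline and deposited estimated counts per gene for 29740 genes, which were not normalised. The paper's text does not name the quantifier, the genome build or the annotation. Total counts per library ranged from 29160868 to 30069548 (median 29793537) in controls, from 32179428 to 36927373 (median 33042862) at 24H and from 25205756 to 32563494 (median 25345137) at 48H. In the library TMAO 24H replicate 1, 31.5% of the counts fell on 6 ribosomal RNA genes, against 1.64% to 7.46% in the other 8 libraries. Its 25286312 counts on the remaining genes lay within the range of those libraries. The estimated counts were rounded to whole numbers, 14740 genes passed the expression filter of edgeR (filterByExpr), and library sizes were scaled by the TMM method. All 9 libraries were fitted together with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and a change of at least 1.4-fold were called differentially expressed. The controls of both time-points were pooled in the paper, so a difference from control at either time-point includes any effect of the time in culture.

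**Figure D1:**
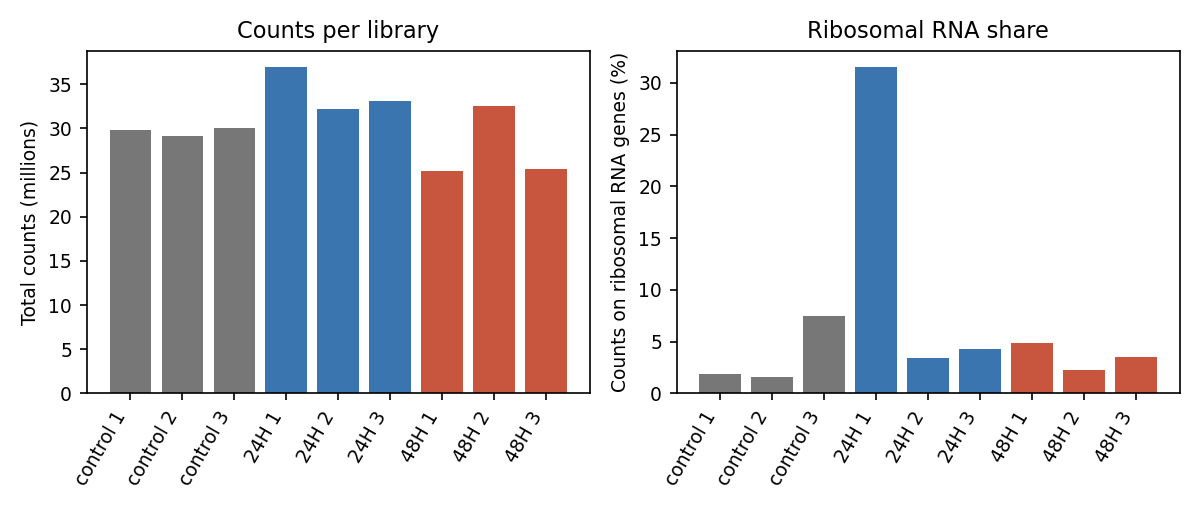
Total counts per library (left) and percent of counts on ribosomal RNA genes (right) for each of the 9 libraries, with the groups in separate colours. The ribosomal RNA share was 31.5% in TMAO 24H replicate 1 and at most 7.46% in the others.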

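At 24H, 7 genes were called lower and 0 higher than in controls, among them CTGF, CYR61, DUSP1, EGR1, FOS and SPRY2. SPRY2 was chosen after its values were seen, the other genes named here by rules set beforehand. At any fold change, 14 genes had an adjusted p-value under 0.05 at 24H, all lower, and at an unadjusted p under 0.05 408 genes were higher and 659 lower. The 9 other splits of the same libraries gave 308 to 1470 genes at that unadjusted threshold, against 1067 in the real one. The unadjusted counts therefore do not show a change at 24H by themselves. FOS fell from 179 ± 15.8 (SD, n = 3) normalised counts in controls to 81.2 ± 9.52 (SD, n = 3) at 24H (log2 fold change -1.14, standard error 0.127, adjusted p = 0.00300). EGR1 fell from 2157 ± 108 (SD, n = 3) to 1045 ± 177 (SD, n = 3) normalised counts (log2 fold change -1.05, standard error 0.139, adjusted p = 0.0106). Leaving out single libraries gave adjusted p-values above 0.05 in 1 of 6 fits for FOS and in 3 of 6 for EGR1. At 48H, 265 genes were called, 130 higher and 135 lower than in controls, and 1537 had an adjusted p-value under 0.05 at any fold change. By the rule for named genes, the largest rises were those of IFI44L, MX1, HERC5, GBP4 and IFITM1. IFI44L rose from 37.6 ± 9.89 (SD, n = 3) to 127 ± 26.2 (SD, n = 3) normalised counts (log2 fold change 1.75, standard error 0.229, adjusted p = 0.000528). The largest falls by the same rule were those of MINOS1-NBL1, PI16, COL6A3, KIF26B and PLA2G4B. COL6A3 fell from 127 ± 22.8 (SD, n = 3) to 34.6 ± 1.38 (SD, n = 3) normalised counts (log2 fold change -1.87, standard error 0.156, adjusted p = 2.02e-05). The counts of MINOS1-NBL1 differed widely between replicates at 48H, with 53.6 ± 46.7 (SD, n = 3) normalised counts, and the gene did not pass with DESeq2 (adjusted p = 0.0718) or in 5 of 6 fits without 1 library. PLA2G4B overlaps other annotated genes, and the summed counts of these genes did not pass at 48H (adjusted p = 0.0851). Tested directly against 24H, 252 genes differed at 48H, 127 higher and 125 lower. Among the alternatives, the count at 48H moved most with no fold threshold, to 1537 genes, and with a test against a 1.4-fold change, to 23, and these gave 14 and 0 genes at 24H (87 at an unadjusted p under 0.05 in the second). With the replicate number added as a block, 1 gene was called at 24H, 214 genes at 48H and 213 between 48H and 24H. Deviations of same-numbered libraries from their group means had correlations across genes from -0.12 to 0.091 over 9 pairs, against -0.10 to 0.16 over the 18 pairs with different numbers.

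**Figure D2:**
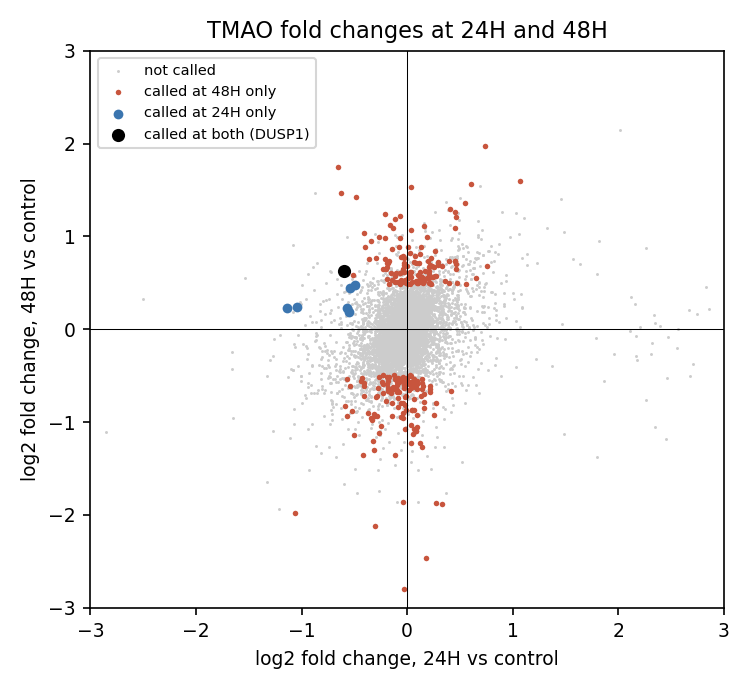
Log2 fold change against control of each tested gene at 24H (x axis) and at 48H (y axis), with the called genes in colour. The 7 genes called at 24H lie left of 0, and 21 genes beyond 3 on either axis are not drawn.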

After 24H of TMAO treatment, only 9 genes were found significantly downregulated (none was found upregulated), while 214 genes were significantly modulated (90 upregulated and 124 downregulated) after 48H of TMAO treatment (Supplementary Figs. 2A and 3). Interestingly, only one gene, dual specificity phosphatase 1 (DUSP1), was common for 24H and 48H, but surprisingly, it was downregulated at 24H (0.66-fold change; FDR = 9.0 × 10^–9^), while upregulated at 48H (1.5-fold change; FDR = 1.1 × 10^–11^) (Supplementary Fig. 2B). 

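DUSP1 had 1919.6 ± 110.6 (SD, n = 3) normalised counts in controls, 1267 ± 110.02 (SD, n = 3) at 24H and 2969.9 ± 343.2 (SD, n = 3) at 48H, and the 3 libraries of each group did not overlap those of another, a separation that chance gives between a pair of groups of this size for 10% of genes. This was a 0.660-fold change at 24H (log2 fold change -0.60, standard error 0.0804, adjusted p = 0.0106 from edgeR) and a 1.55-fold change at 48H (log2 fold change 0.63, standard error 0.0802, adjusted p = 0.000417). The difference between 48H and 24H was itself tested (log2 fold change 1.23, standard error 0.0812, adjusted p = 2.23e-06). With each library left out in turn, the log2 fold change ranged from -0.64 to -0.53 at 24H, where 3 of the 6 fits gave an adjusted p-value above 0.05, and from 0.53 to 0.70 at 48H. Adding the replicate number as a block gave an adjusted p of 0.0578 at 24H and of 0.00251 at 48H, so that 0 genes were then called at both time-points (397 had an unadjusted p under 0.05 at both).

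**Figure D3:**
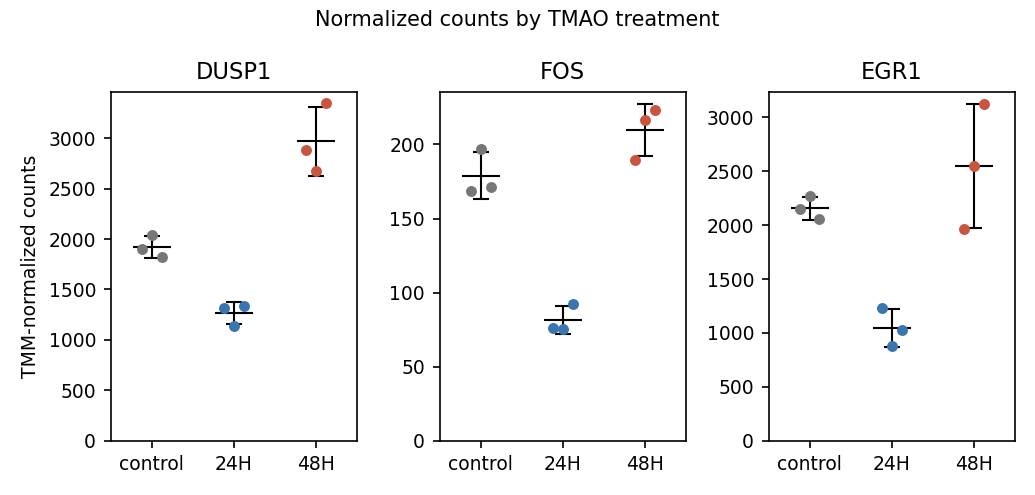
TMM-normalised counts of DUSP1, FOS and EGR1 in the 3 libraries of each group (points), with the mean and SD (n = 3). DUSP1 averaged 1919.6 in controls, 1267 at 24H and 2969.9 at 48H.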

The protein encoded by DUSP1 is a phosphatase that has dual specificity for amino acids such as tyrosine and threonine. DUSP1 is known to play a significant role in the human cellular response to environmental stress and negative regulation of cell proliferation, via dephosphorylation of the mitogen-activated protein kinase (MAPK) MAPK1/ERK2^25^. The promoter region of the DUSP1 gene comprises various binding sites for several transcription factors, such as the activator protein 1 (AP-1), nuclear factor-κB (NF-κB), cAMP response element-binding protein, and the glucocorticoid receptor. Therefore, DUSP1 can be activated by various conditions such as inflammation, altered cellular metabolism and the production of excess glucocorticoids during stress responses^26^, all of which have been shown to be triggered by TMAO^12^.

### Enriched gene ontology biological processes (GO BPs)

GO BP analysis after Gene set enrichment analysis (GSEA) allowed the identification of biologically meaningful patterns that were not readily distinguished using the differentially expressed gene (DEG) analysis. 

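The GO gene lists were not used here, and families of gene symbols, chosen after the fold changes had been seen, stood in for them. Gene set enrichment was computed with fgsea on all tested genes ranked by log2 fold change, with adjustment over 15 tests for the lists chosen in this way. The list of developmental regulator families (such as HOX, SOX, FOX and WNT, 106 tested genes) had a normalised enrichment score of -1.48 (adjusted p = 0.0254) at 24H, with 71 genes lower and 35 higher than in controls. At 48H its score was -1.02 (adjusted p = 0.487), with 64 genes lower and 42 higher. With a GC correction the list did not pass at 24H, with a score of -1.33 (adjusted p = 0.0755), and its score at 48H turned positive, at 1.05 (adjusted p = 0.355). The list of growth factor early response families (such as EGR, FOS, JUN and DUSP, 53 tested genes) had a score of -1.83 (adjusted p = 0.000864) at 24H and of 1.49 (adjusted p = 0.0494) at 48H. The value at 48H depended on the random sampling of fgsea, and with 100000 permutations it did not pass (adjusted p = 0.0548), while the values of both lists at 24H did (0.0293 and 0.00114). The second list passed at 24H with a GC correction (adjusted p = 0.00197), and not at 48H (0.0546). The direct test of 48H against 24H gave 1.98 (adjusted p = 0.000201) for the second list and 1.17 (adjusted p = 0.221) for the first.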

Genes involved in BPs related to “morphogenesis & development” as well as “cellular response to growth factor stimulus” were downregulated after both 24H and 48H of TMAO treatment (Fig. 2A and C). In addition, at 24H, we also observed repression of genes involved in “cellular response to TNF”, “cell proliferation”, “miRNA transcription and metabolism” and "rhythmic processes”, while genes involved in “ECM organisation”, “cellular response to transforming growth factor beta 1 (TGF-β)” and “collagen metabolic process” were specifically downregulated at 48H. Conversely, there was a positive enrichment of genes related to “protein localisation to endoplasmic reticulum” at 24H (Fig. 2B), while at 48H, genes involved in “response of type I interferon and cytokine stimulus”, “cellular response to interferons”, “cytokine production”, T cell proliferation” and viral process” were upregulated (Fig. 2D), suggesting strong inflammatory phenotypes specifically at 48H.

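A further 7 gene sets were scored in the same way, with adjustment over 14 tests. The TNF signalling set, taken from the map in Supplementary Fig. 4 (97 tested genes), had a normalised enrichment score of -1.94 (adjusted p = 8.21e-05) at 24H, with 58 genes lower and 39 higher, of which 3 were lower with an adjusted p-value under 0.05. With a GC correction, 50 genes were lower and 47 higher (score -2.03). A set of 96 cell cycle genes had a score of 0.647 (adjusted p = 0.998) at 24H, with 61 genes higher and 35 lower, which did not differ from 0 and turned negative with a GC correction. The 27 tested collagen genes had a score of -1.89 (adjusted p = 0.00356) at 48H, with 20 genes lower and 7 higher. At 24H the collagen score was -0.826 (adjusted p = 0.898), and the direct test of 48H against 24H gave -1.75 (adjusted p = 0.0125) over 7 sets. The alternative that moved the TNF signalling and collagen results most was camera with the correlation between genes estimated from the data, with an adjusted p of 0.339 for TNF signalling at 24H and of 0.222 for the collagen genes at 48H. Adding the replicate number as a block gave scores of -1.93 (adjusted p = 9.68e-05) for TNF signalling at 24H, 0.698 (adjusted p = 0.998) for the cell cycle genes at 24H and -1.89 (adjusted p = 0.00609) for the collagen genes at 48H.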

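The 72 tested interferon-induced genes had a normalised enrichment score of 2.96 (adjusted p = 1.69e-16) at 48H. Of these, 68 were higher and 4 lower than in controls, with a median log2 fold change of 0.33. With an adjusted p-value under 0.05, 49 were higher and 1 lower. At 24H the score was -1.67 (adjusted p = 0.00990), with 22 genes higher and 50 lower, a median log2 fold change of -0.041 and 0 genes lower with an adjusted p-value under 0.05 (12 at an unadjusted p under 0.05). The direct test of 48H against 24H gave a score of 2.91 (adjusted p = 9.45e-25). A set of 70 genes of protein targeting to the endoplasmic reticulum, written by hand, had a score of -0.639 (adjusted p = 0.998) at 24H and of -0.532 (adjusted p = 0.998) at 48H and differed from 0 at neither. With the correlation between genes estimated by camera, the adjusted p of the interferon-induced genes was 0.0839 at 48H and 0.364 at 24H. Adding the replicate number as a block gave them scores of 2.95 (adjusted p = 3.01e-16) at 48H and -1.70 (adjusted p = 0.00746) at 24H. Leaving out single libraries gave adjusted p-values above 0.05 in 5 of 6 fits at 24H and in 0 of 6 at 48H. The interferon-induced gene MX1 had 514 ± 111.4 (SD, n = 3) normalised counts in controls, 366 ± 32.7 (SD, n = 3) at 24H and 1377 ± 241.5 (SD, n = 3) at 48H (log2 fold change 1.42 at 48H, standard error 0.150, adjusted p = 9.48e-05 from edgeR). From the terms enriched at 48H, the paper proposes strong inflammatory phenotypes specific to this time-point.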

**Figure 2:**
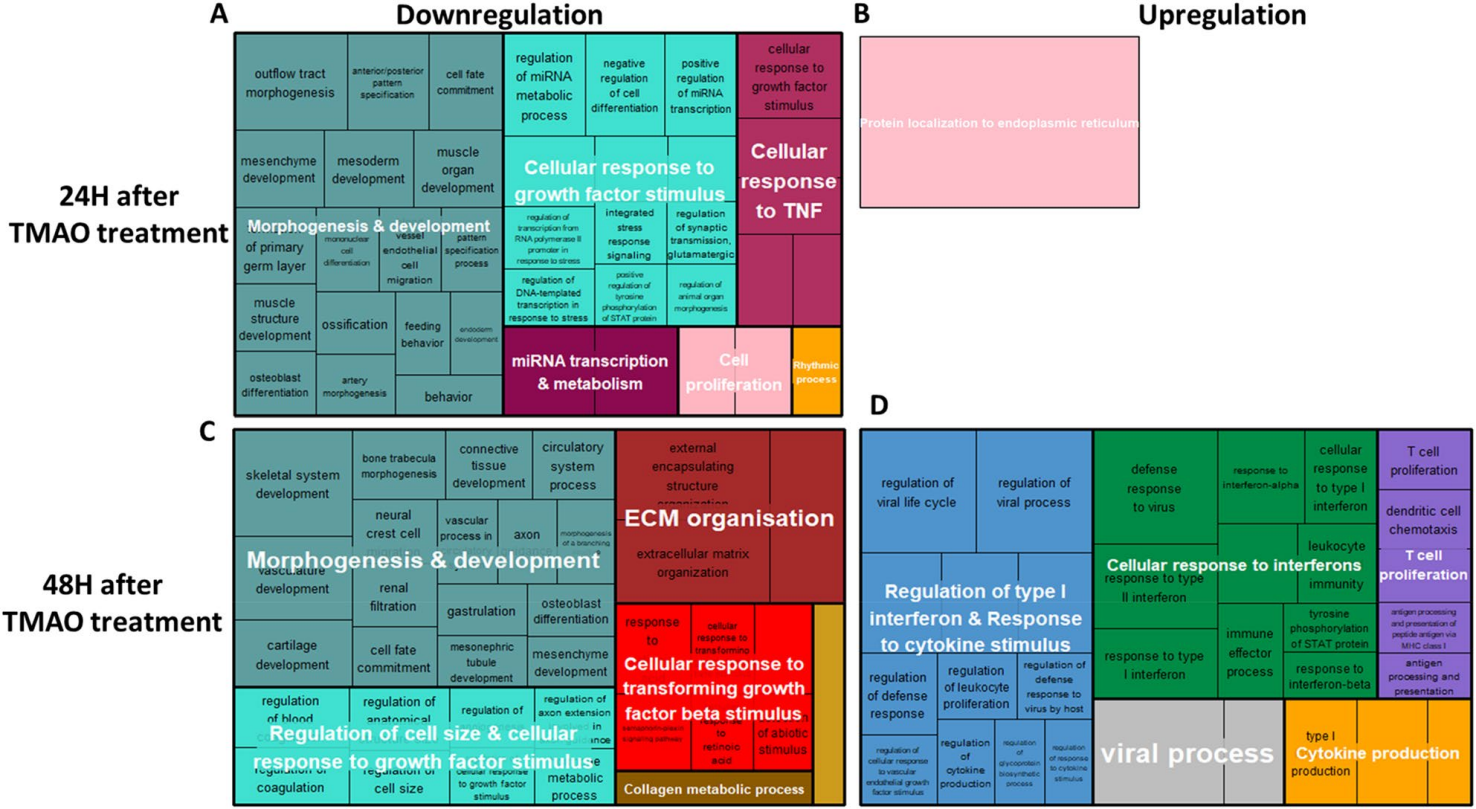
Treemap summary of the GO biological processes enriched after 24H or 48H of TMAO treatment. (**A**) Pathways downregulated after 24H of TMAO treatment. (**B**) Pathways upregulated after 24H of TMAO treatment. (**C**) Pathways downregulated after 48H of TMAO treatment. (**D**) Pathways upregulated after 48H of TMAO treatment.

### Enriched Kyoto encyclopedia of genes and genomes (KEGG) pathways

KEGG analysis after GSEA confirmed certain findings from GO BP (Fig. 3). Indeed, both time-points showed several similar downregulated pathways (e.g., “focal adhesion” and “ECM receptor interaction”, also found with GO as “collagen metabolic process” and “ECM organisation”), while only the 48H results showed genes activated. 

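A set of 63 tested ECM-receptor genes, written by hand, had a normalised enrichment score of -1.93 (adjusted p = 0.00140) at 48H, with 42 genes lower and 21 higher than in controls. Of these, 18 were lower and 2 higher with an adjusted p-value under 0.05. At 24H its score was 0.862 (adjusted p = 0.898), with 35 genes lower and 28 higher. The sign at 24H depended on the ranking, since ranking by the signed root of the F statistic gave -1.39 (adjusted p = 0.0552). The direct test of 48H against 24H gave -1.94 (adjusted p = 0.000470). A replicate block gave scores of 0.992 (adjusted p = 0.602) at 24H and -1.92 (adjusted p = 0.00155) at 48H. With the correlation between genes estimated by camera, the set did not pass at 48H (adjusted p = 0.260).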

Interestingly, the “TNF signalling” (confirmed here to be associated with repressed genes at 24H as found with GO BP), “cytokine-cytokine receptor interaction” and “NOD-like receptor” pathways were identified as positively enriched at 48H (Fig. 3). 

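The TNF signalling set had a normalised enrichment score of 1.60 (adjusted p = 0.0151) at 48H, with 59 genes higher and 38 lower, of which 15 were higher and 5 lower with an adjusted p-value under 0.05. The cytokine-cytokine receptor set, taken from the map in Supplementary Fig. 5 (117 tested genes), had a score of 1.53 (adjusted p = 0.0242) at 48H, with 71 genes higher and 46 lower. At 24H its score was -1.48 (adjusted p = 0.0252), with 73 genes lower and 44 higher. The direct test of 48H against 24H gave 2.08 (adjusted p = 1.16e-06) for TNF signalling and 1.75 (adjusted p = 0.000326) for the cytokine-cytokine receptor set. Leaving out single libraries gave adjusted p-values above 0.05 at 48H in 4 of 6 fits for TNF signalling and in 6 of 6 for the cytokine-cytokine receptor set, and at 24H in 4 of 6 for the cytokine-cytokine receptor set. A replicate block gave scores at 48H of 1.58 (adjusted p = 0.0151) and 1.54 (adjusted p = 0.0239), and of -1.47 (adjusted p = 0.0273) for the cytokine-cytokine receptor set at 24H. With the correlation between genes estimated by camera, neither set passed at 48H (adjusted p = 0.339 and 0.222). The cytokine-cytokine receptor set did not pass at 24H with it either (adjusted p = 0.140).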

The heatmaps of the leading-edge genes at 24H and 48H for the 2 first pathways are shown on Fig. 4A/Supplementary Fig. 4A-B and Fig. 4B/Supplementary Fig. 5A-B, respectively. 

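IL1B, IL6, EDN1, JUN, FOS, JUNB and TRAF1 form the first cluster of Fig. 4A. At 24H, 7 of these 7 genes were lower than in controls, with log2 fold changes from -1.14 to -0.15. FOS, JUN and EDN1 had adjusted p-values under 0.05 over all genes at 24H, and 6 genes did with adjustment over the list alone. JUN (log2 fold change -0.31, standard error 0.0474, adjusted p = 0.0300) and EDN1 (log2 fold change -0.42, standard error 0.0693, adjusted p = 0.0454) had smaller changes at 24H than FOS, and with a replicate block their adjusted p-values were 0.174 and 0.174. Leaving out single libraries gave adjusted p-values above 0.05 at 24H in 5 of 6 fits for JUN and in 5 of 6 for EDN1. At 48H, 5 genes lay above and 2 below the controls, with log2 fold changes from -0.070 to 0.30, and JUN alone passed (log2 fold change 0.26, standard error 0.0474, adjusted p = 0.00412). EDN1 did not differ from controls at 48H (log2 fold change 0.065, standard error 0.0691, adjusted p = 0.608). Between 48H and 24H, 7 of 7 genes were higher at 48H, 5 of them with an adjusted p-value under 0.05. The clusters are the paper's own selection from these libraries, so the counts describe them and do not test them.

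**Figure D4:**
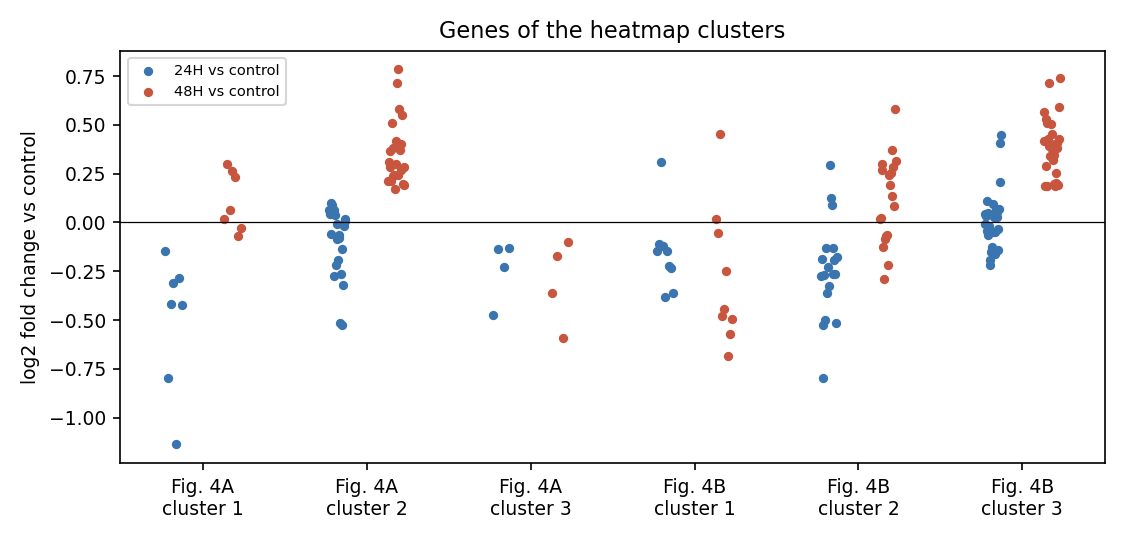
Log2 fold change against control of each gene of the 6 clusters of Fig. 4 at 24H and at 48H. In cluster 2 of Fig. 4A, 23 of 23 genes lie above 0 at 48H.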

For the TNF signalling pathway (Fig. 4A/Supplementary Fig. 4A-B), cluster 1 genes involving AP-1 (Jun/Fos) signalling and pro-inflammatory interleukins (e.g., interleukin 6 (IL-6)), as well as the endothelin 1 (EDN1) vasoconstrictor, underwent switching in expression from repressed at the early time-point to activated at the late time-point. 

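The second cluster of Fig. 4A holds 23 genes, among them ICAM1, CCL2, VCAM1, CXCL1, CCL5 and NFKBIA. At 48H, 23 were higher than in controls, with log2 fold changes from 0.17 to 0.78 and a median of 0.30. Of these, 12 had an adjusted p-value under 0.05 over all genes and 19 over the list alone. VCAM1 (log2 fold change 0.55, adjusted p = 0.179) and CCL5 (log2 fold change 0.58, adjusted p = 0.128) were among those that did not pass over all genes at 48H. At 24H, 14 genes were lower and 9 higher, with a median log2 fold change of -0.057, and 0 passed under either adjustment (1 lower at an unadjusted p under 0.05).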

Cluster 2 genes, mainly inflammatory cytokines, cell adhesion, and leukocyte recruitment molecules, were activated at 48H, while they were moderately low at 24H compared to the control. 

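CEBPB, TRADD, MAPK13 and MAPK11 were lower than in controls at both time-points. Their log2 fold changes ranged from -0.47 to -0.13 at 24H, where 0 had an adjusted p-value under 0.05 and 2 an unadjusted one, and from -0.59 to -0.10 at 48H, where MAPK13 alone passed (log2 fold change -0.59, adjusted p = 0.0362).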

Gene cluster 3, which showed decreased expression at both 24H and 48H, includes genes involved in MAPK pathways. 

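Of the 9 genes of the first cluster of Fig. 4B, 8 were lower at 24H and 7 at 48H than in controls. At 24H, 0 had an adjusted p-value under 0.05, over all genes or over the list alone, and 2 were lower at an unadjusted p under 0.05. At 48H, TNFSF15 (log2 fold change -0.68, adjusted p = 0.00895) and TNFRSF25 (log2 fold change -0.57, adjusted p = 0.00294) passed over all genes, and 5 genes passed over the list alone. IL1B lay above the controls at 48H (log2 fold change 0.018, adjusted p = 0.970), and GDF1 lay above them at 24H (log2 fold change 0.31, adjusted p = 0.982) and at 48H (log2 fold change 0.45, adjusted p = 0.848), and neither gene passed.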

Expression patterns of “cytokine-cytokine receptor interaction” (Fig. 4, Supplementary Fig. 5A-B) indicate that cluster 1 genes undergo decreased expression at both 24H and 48H. 

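For 19 further genes of Fig. 4B, among them IL6, IL15, CXCL1, CCL5 and TNFSF10, the median log2 fold change was -0.26 at 24H and 0.13 at 48H. At 24H, 16 were lower and 3 higher than in controls, and 4 had an adjusted p-value under 0.05 over the list alone but 0 over all genes (1 higher and 5 lower at an unadjusted p under 0.05). At 48H, 13 were higher and 6 lower, and 0 passed under either adjustment (2 higher at an unadjusted p under 0.05). Compared directly, 18 were higher at 48H than at 24H, 5 of them with an adjusted p-value under 0.05 over all genes.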

Genes demonstrating a switching expression from repressed at 24H to activated at 48H are grouped in cluster 2 and involve mainly pro-inflammatory cytokines. 

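Another 27 genes of Fig. 4B include FAS, TNFRSF10B, GDF15, CXCL16, IL32 and IL6R. At 48H, 27 were higher than in controls, with log2 fold changes from 0.19 to 0.74 and a median of 0.39. Of these, 16 had an adjusted p-value under 0.05 over all genes and 23 over the list alone. At 24H, 13 were higher and 14 lower, 1 of them with an adjusted p-value under 0.05 over the list alone and 0 over all genes (1 higher and 1 lower at an unadjusted p under 0.05).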

Cluster 3, corresponding to genes activated at 48H only, shows genes related to the production of inflammatory mediators, cell death and apoptosis, and leukocyte adhesion to ECs.

**Figure 3:**
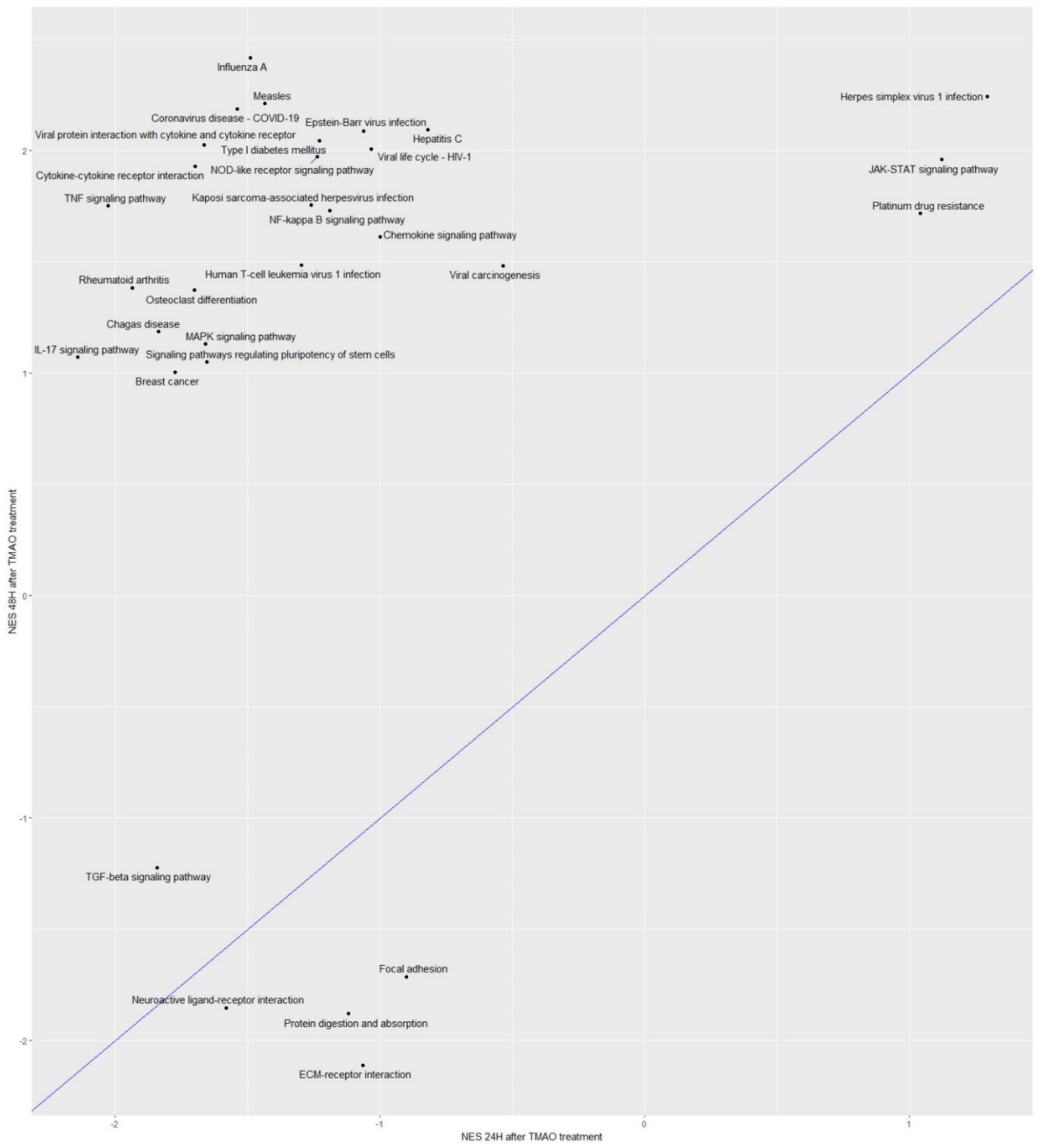
GSEA showing enriched KEGG pathways in HMEC-1 after 24H and 48H of TMAO treatment. The dots shown on the plot refer to normalized enrichment scores (NES) corresponding to highly enriched KEGG pathways modulated by 50 µM of TMAO treatment for 24H (x-axis) or 48H (y-axis). A line of identity (y = x) is shown in blue to indicate the correlation of the pathways in both datasets.

**Figure 4:**
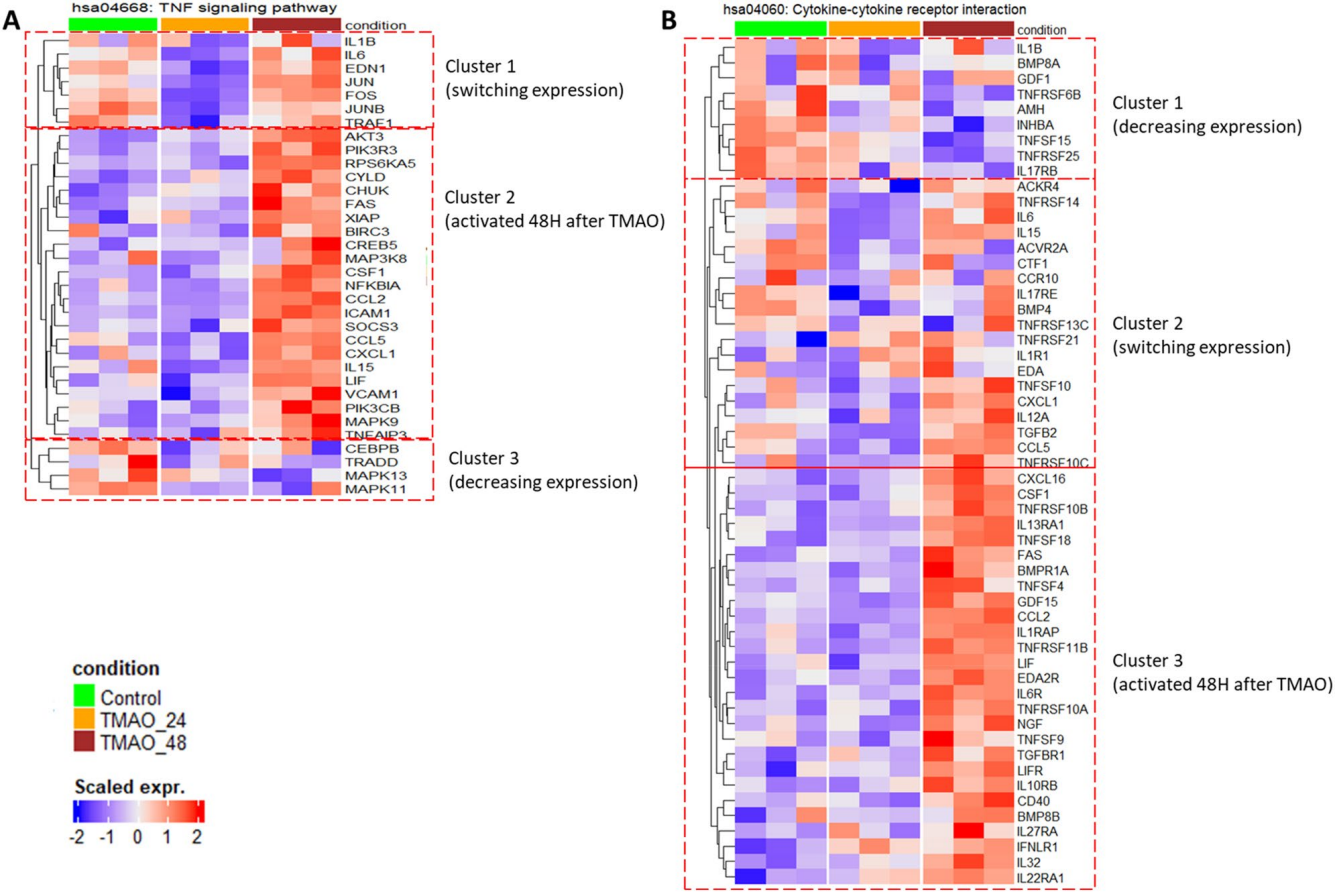
Heatmap of the leading-edge genes identified in two selected pathways (TNF signalling pathway and cytokine-cytokine receptor interaction) through KEGG after GSEA. (**A**) TNF signalling pathway (hsa04668) gene modulation after 24H and 48H of TMAO treatment. (**B**) Cytokine-cytokine receptor interaction (hsa04060) gene modulation after 24H and 48H of TMAO treatment. The scaled expressions of the genes are shown.

### TMAO activates endothelial inflammation and cell adhesion after 48H of treatment

As the inflammation and adhesion pathways were recurrently activated in the global analyses, relative gene expression of inflammatory cytokines and adhesion markers, namely IL-6, interleukin 1 beta (IL-1β), intracellular adhesion molecule 1 (ICAM1), and chemoattractant protein 1 (CCL2), were analysed using real-time quantitative polymerase chain reaction (RT-qPCR) at both time-points. 

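In the RNA sequencing data, IL1B had 39.7 ± 3.402 (SD, n = 3) normalised counts in controls, 36.0 ± 3.783 (SD, n = 3) at 24H and 40.0 ± 4.288 (SD, n = 3) at 48H. With edgeR's test it did not differ from controls at 24H (log2 fold change -0.15, standard error 0.199, adjusted p = 0.943) or at 48H (log2 fold change 0.018, standard error 0.198, adjusted p = 0.970).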

IL-1β gene expression did not show any significant changes at both 24H and 48H with levels comparable to the control in both gene sequencing and by qPCR (Fig. 5A). In contrast, a significant upregulation of ICAM1, CCL2, and IL-6 was observed at 48H specifically (Fig. 5B-D), confirming the global analyses. 

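In the RNA sequencing data, ICAM1 rose from 691 ± 35.5 (SD, n = 3) normalised counts in controls to 1189.9 ± 76.5 (SD, n = 3) at 48H (log2 fold change 0.78, standard error 0.0662, adjusted p = 2.09e-05). CCL2 rose from 233 ± 20.5 (SD, n = 3) to 382 ± 25.6 (SD, n = 3) normalised counts at 48H (log2 fold change 0.72, standard error 0.0947, adjusted p = 0.000580). At 24H, ICAM1 (log2 fold change -0.062, standard error 0.0660, adjusted p = 0.913) and CCL2 (log2 fold change -0.19, standard error 0.0951, adjusted p = 0.719) did not differ from controls. IL6 had 73.5 ± 9.05 (SD, n = 3) normalised counts in controls, 42.1 ± 5.47 (SD, n = 3) at 24H and 90.9 ± 22.5 (SD, n = 3) at 48H. With edgeR's test it did not differ from controls at 48H (log2 fold change 0.30, standard error 0.198, adjusted p = 0.367), where its libraries overlapped the controls. At 24H all 3 libraries lay below the controls, which chance gives for 10% of genes in either direction, and the fall did not pass over all genes (log2 fold change -0.80, standard error 0.206, unadjusted p = 0.00186, adjusted p = 0.336). The rise of IL6 from 24H to 48H was larger than the replicate error (log2 fold change 1.10, standard error 0.205, adjusted p = 0.00494). A replicate block gave adjusted p-values at 48H of 0.000396 for ICAM1, 0.00273 for CCL2 and 0.349 for IL6.

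**Figure D5:**
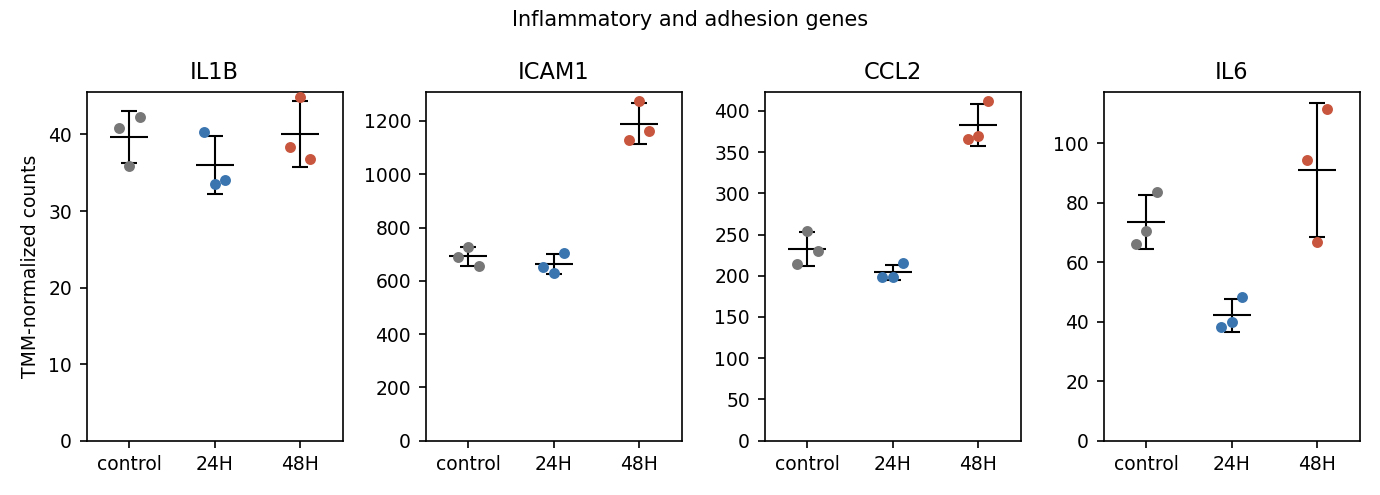
TMM-normalised counts of IL1B, ICAM1, CCL2 and IL6 in the 3 libraries of each group (points), with the mean and SD (n = 3). ICAM1 and CCL2 at 48H lie above the controls, whereas IL6 at 48H, with a mean of 90.9, overlaps the controls, with a mean of 73.5.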

Taken together, these findings correlate with our global analyses indicating more pronounced inflammation and adhesion phenotypes after 48H than after 24H of TMAO treatment.

**Figure 5:**
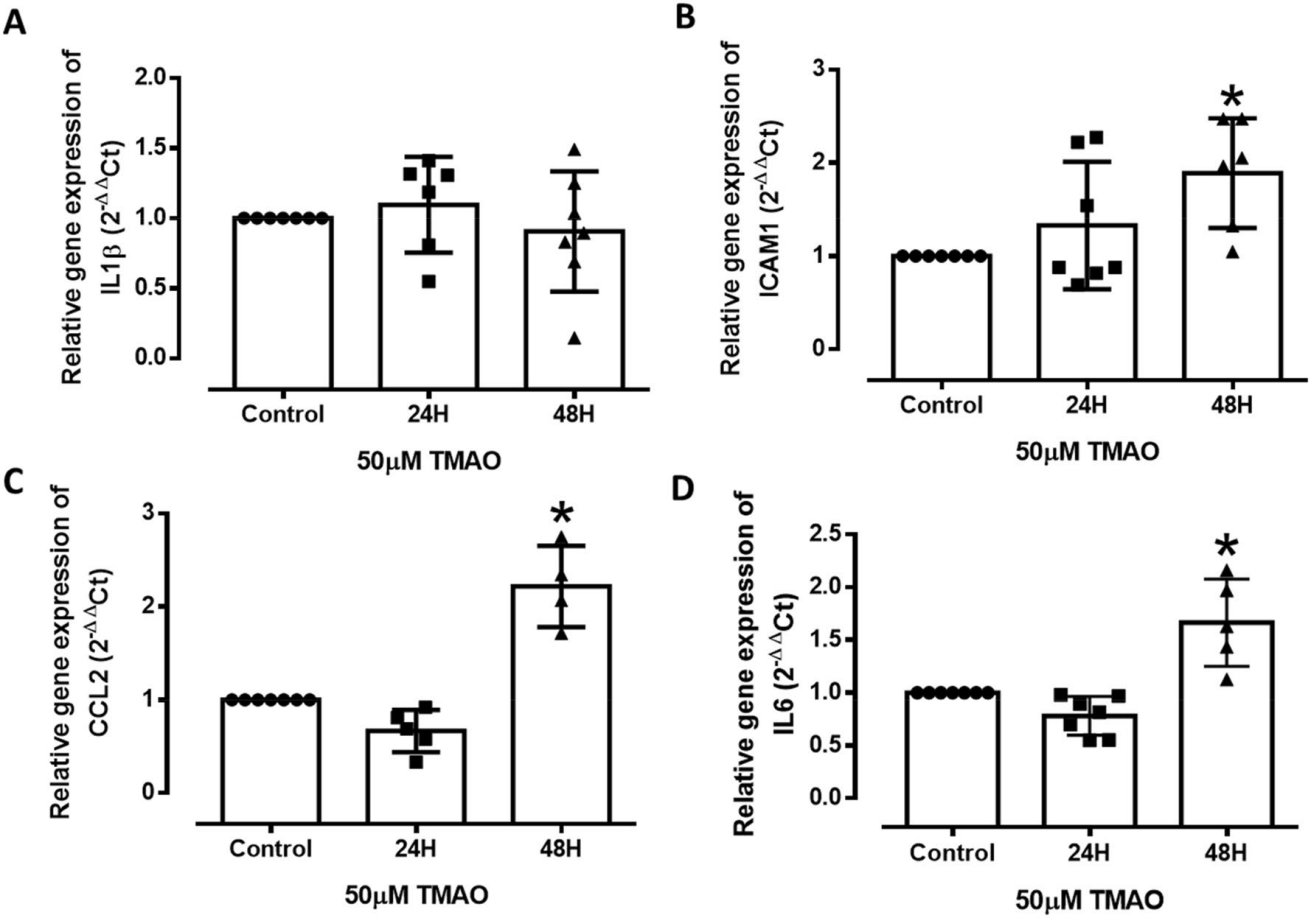
Effect of TMAO on the expression of inflammatory markers in HMEC-1. (**A**-**D**) Relative mRNA expression of IL-1β, ICAM1, CCL2, and IL-6 after 24H and 48H of TMAO treatment compared to untreated cells (Control). Values are expressed as mean ± SEM; the number of experiments per group is shown by individual data points. *Significantly different from control (*P* < 0.05, one-way ANOVA, Dunnett’s test).

### TMAO induces endothelial cell remodelling

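CTGF fell in the RNA sequencing data from 42749 ± 1522 (SD, n = 3) normalised counts in controls to 29244 ± 1461 (SD, n = 3) at 24H (log2 fold change -0.55, standard error 0.0579, adjusted p = 0.00300). At 48H it had 48504 ± 2122 (SD, n = 3) normalised counts, above the controls in 3 of 3 libraries but not past the threshold of edgeR's test (log2 fold change 0.18, standard error 0.0577, adjusted p = 0.0618). It passed at 48H with DESeq2 (adjusted p = 0.00254), with the older quasi-likelihood fit (0.0401), with a GC correction (0.0490) and without TMAO 48H replicate 1 (0.0410), and not with the replicate block (0.133). Between 48H and 24H the difference was larger than the replicate error (log2 fold change 0.73, standard error 0.0580, adjusted p = 6.52e-06). A replicate block gave an adjusted p of 0.0531 at 24H, and leaving out single libraries gave values above 0.05 there in 1 of 6 fits.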

Validation of genes from the GSEA associated with markers of ECM showed that connective tissue growth factor (CTGF) (a central tissue modelling regulator also known to be involved in vascularisation) was significantly downregulated after 24H in both global and qPCR analyses but activated after 48H (Fig. 6A) in the qPCR analysis. In contrast, TGF-β1 (known to regulate ECM gene expression) showed no significant changes at 24H but a decrease at 48H (Fig. 6B) in the global analysis. 

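TGFB1 had 6472 ± 432 (SD, n = 3) normalised counts in controls, 6021 ± 339.9 (SD, n = 3) at 24H and 5123 ± 197 (SD, n = 3) at 48H. With edgeR's test it did not differ from controls at 24H (log2 fold change -0.10, standard error 0.0547, adjusted p = 0.741), and the fall at 48H passed (log2 fold change -0.34, standard error 0.0548, adjusted p = 0.00217) but stayed below 1.4-fold. A replicate block gave an adjusted p of 0.0114 at 48H.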

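MMP2 had 17159 ± 1601 (SD, n = 3) normalised counts in controls, 17794 ± 1042 (SD, n = 3) at 24H and 7859 ± 287 (SD, n = 3) at 48H in the RNA sequencing data. With edgeR's test it did not differ from controls at 24H (log2 fold change 0.052, standard error 0.0647, adjusted p = 0.932), and it fell at 48H (log2 fold change -1.13, standard error 0.0655, adjusted p = 2.07e-06). With each library left out in turn, the log2 fold change at 48H ranged from -1.21 to -1.08. A replicate block gave an adjusted p of 0.000187 at 48H.

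**Figure D6:**
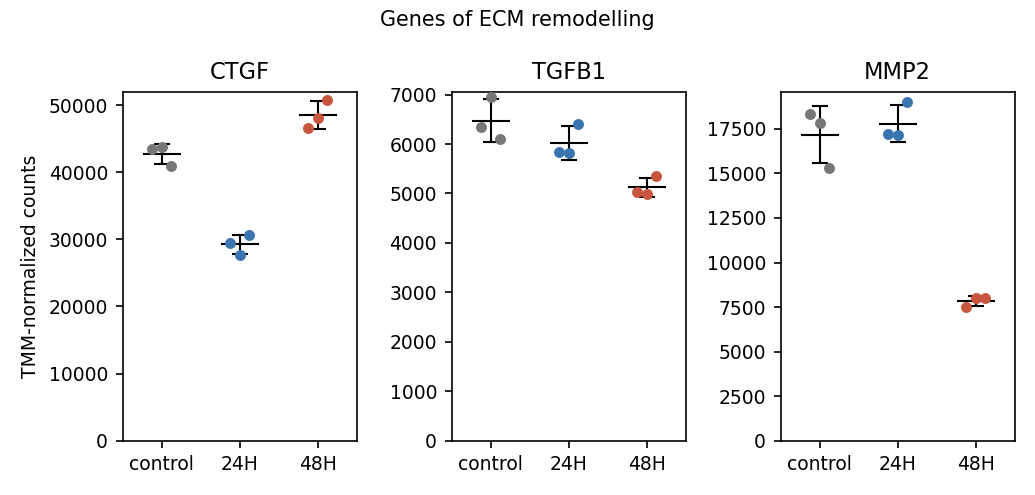
TMM-normalised counts of CTGF, TGFB1 and MMP2 in the 3 libraries of each group (points), with the mean and SD (n = 3). MMP2 averaged 17159 in controls and 7859 at 48H.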

While matrix metallopeptidase 2 (MMP2) gene expression was significantly activated after 24H qPCR analysis, it showed a significant decrease at 48H in the global analysis (Fig. 6C). The results suggest that ECM remodelling activated by MMP2 is triggered first, while ECM modifications regulated by CTGF and TGF-β1 occur at a later stage.

**Figure 6:**
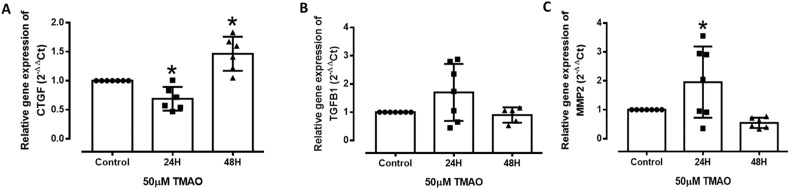
TMAO differentially modulates endothelial cell remodelling in HMEC-1 at 24H and 48H. (**A**-**C**) Relative mRNA expression of CTGF, TGF-β1 and MMP2 after 24H and 48H of TMAO treatment compared to Control. Values are expressed as mean ± SEM; the number of experiments per group is shown by individual data points. *Significantly different from control (*P* < 0.05, One-way ANOVA, Dunnett’s test).

### Metabolite profiling by LC/MS

Oxidative stress and inflammation are well-documented to cause changes in lipid profiles which contributes to increased production of high fat/cholesterol-mediated endothelial dysfunction ^27^. Given that pronounced inflammation and oxidative stress were observed after 48H of TMAO treatment, metabolite profiling of several lipid markers was analysed at this time point (Table 1). The principal component analysis (PCA) score plot showed distinctive metabolite profiles between the control and TMAO-treated groups, indicating a marked overall modification of metabolites after 48H of treatment in ECs (Fig. 7). The variable importance in projection (VIP) scores estimate the importance of each metabolite in the orthogonal projection to latent structure discriminant analysis (OPLS-DA) model; hence a VIP value close to 1 or higher than 1 highlights an important metabolite in the model (Table 1). It was observed that arachidonic acid, and especially its associated metabolites (prostaglandins), as well as palmitic acid, were enriched. This suggests that these metabolites were key contributors towards the separation between the control and TMAO-treated groups (Fig. 7, Table 1). Furthermore, TMAO treatment showed limited or no changes to choline and betaine, while acetylcarnitine appeared to be enriched. However, it is important to note that without cross-validating the OPLS-DA model, the accuracy of the VIP analysis regarding the contribution of metabolites remains unclear, hence standard statistical analysis was performed to identify the key metabolites that were altered by TMAO treatment. Specifically, only the levels of the bile acid (BA) metabolites (glycodeoxycholic acid) and prostaglandin B2 (PGB2) were significantly (*P* < 0.05) increased by TMAO treatment.

**Table 1:** Metabolites identified by LC/MS analysis in HMEC-1 after 48H of TMAO treatment as compared to untreated cells (Control).

Retention Time/mn	m/z	Identified Compounds	Normalised Peak Intensity (%)		
			Control	TMAO	VIP values
0.78	104	Choline	0.0145 ± 0.0105	0.0197 ± 0.0129	0.716
0.8	118	Betaine	0.000891 ± 0.000589	0.000904 ± 0.000936	0.72
0.83	204	Acetylcarnitine	0.000714 ± 0.000201	0.000999 ± 0.000319	0.989
5.779	464	Glycocholic acid	0.0000677 ± 0.0000522	0.000122 ± 0.0000926	0.99
5.879	353	Prostaglandin E1 (PGE1)	0.000353 ± 0.000108	0.000513 ± 0.000170	1.217
5.94	351	Prostaglandin D2 (PGD2)	0.000503 ± 0.000106	0.000590 ± 0.000168	1.147
6.717	333	Prostaglandin A1 (PGA1)	0.000580 ± 0.000228	0.0010495 ± 0.000318*	1.298
6.75	448	Glycodeoxycholic acid	0.000233 ± 0.0000603	0.000352 ± 0.0000783*	0.821
6.784	333	Prostaglandin B2 (PGB2)	0.000460 ± 0.000118	0.000664 ± 0.0004293	0.837
7.889	391	Deoxycholic acid (DCA)	0.000948 ± 0.000396	0.00162 ± 0.00213	1.164
10.77	303	Arachidonic acid (AA)	0.000835 ± 0.000449	0.00153 ± 0.000638	0.848
10.85	524	LPC C18:0 (lysophosphatidylcholine)	0.0121 ± 0.008	0.0178 ± 0.00948	0.717
11.44	255	Palmitic acid	0.00194 ± 0.000650	0.00302 ± 0.00135	1.054
11.44	522	LPC C18:1	0.00619 ± 0.00167	0.00546 ± 0.00131	0.668

Values are represented as mean ± SD, *n* = 6, *Significantly different from the control (*P* < 0.05, Student’s unpaired *t*-test).

**Figure 7:**
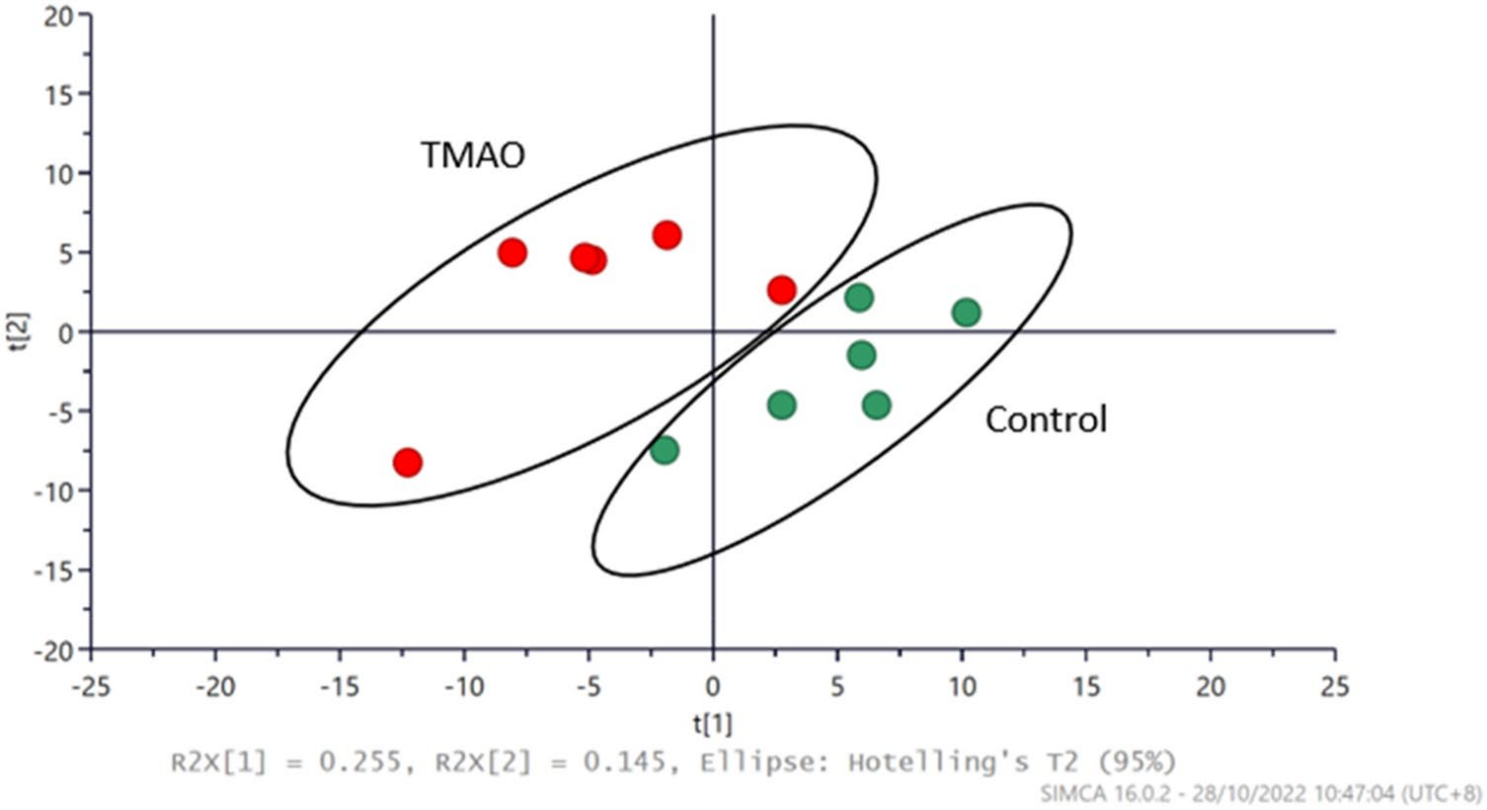
Metabolic profiling of untreated vs. TMAO-treated HMEC-1 at 48H after LC/MS analysis. The Principal Component Analysis (PCA) score plot shows the distinctiveness of metabolic profiles among untreated (Control) and TMAO-treated in HMEC-1 treated groups (*n* = 6).

## Discussion

Our study demonstrates that TMAO treatment is associated with chronologically distinct molecular signatures in HMEC-1, especially TNF signalling pathway and inflammation, as well as structural remodelling. Specifically, genes involved in morphogenesis and development, response to growth factors stimulus, as well as in the response to the pro-inflammatory molecule TNF, were downregulated after 24H of TMAO treatment. At 48H, genes involved in morphogenesis and development were still downregulated, as well as growth factors. In addition, genes involved the response to TGF-β, as well as in ECM modelling and collagen metabolism were specifically downregulated at 48H. By contrast, genes linked to cellular response to interferons, cytokine production, T cell proliferation, cytokine stimulus, and TNF signalling pathways were specifically upregulated at 48H (Fig. 8), highlighting an important inflammatory phenotype induced by TMAO at this time-point. The inflammatory cytokine production is known to be mediated through the NOD-like receptor signalling pathway, which triggers NF-kB, type I interferon (IFN), and MAPK signalling pathways, which eventually controls the release of inflammatory molecules such as IL-6 and TNFα ^28^. Consistent with this, after 48H of treatment, we observed activation the NOD-like receptor signalling, cytokine-cytokine receptor interaction, NF-kappa B, Janus kinase-signal transducer and activator of transcription (JAK-STAT) pathways (Fig. 3). Interestingly, the MAPK signalling pathway is also known to trigger vasoconstriction, which increases cardiac and vascular remodelling, activating endothelial dysfunction and resulting in atherosclerosis^29^. The MAPK signalling pathway could therefore participate in TMAO effects at disrupting endothelial function.

**Figure 8:**
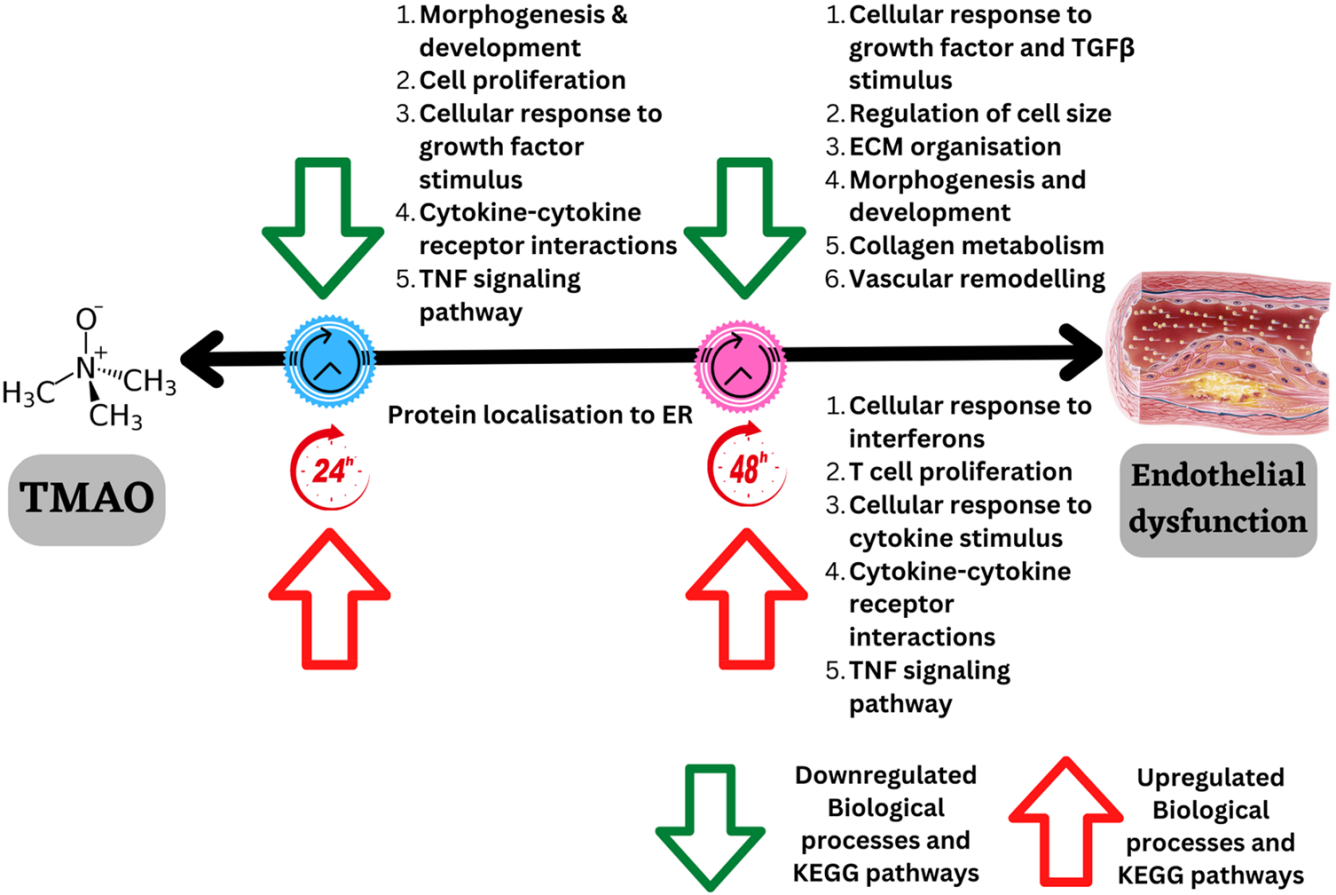
Summary of time-dependent distinct molecular signatures induced by TMAO in HMEC-1 after 24H and 48H of treatment.

Inflammation is usually accompanied by oxidative stress which was validated here through the measurement of ROS produced after TMAO treatment at both 24H and 48H. This observation was consistent with several other studies showing an increase in ROS and inflammatory biomarkers in HUVEC, HAEC, and HVSMC after 6H of TMAO treatment (100, and 200 µM)^16,30^. This increase in oxidative stress could participate in the lower cell viability observed in our experiments. Indeed, a reduction of the number of viable cells (that may be due to cell death and/or loss of proliferation) was observed for HMEC-1 at both 24H and 48H, consistent with downregulation of the cellular response to growth factors and cell proliferation pathways observed in our global analyses. Our findings on viability are consistent with several other studies demonstrating that TMAO induces a reduction in cell viability^19,31^, while in contrast, some studies reported that TMAO does not lower cell viability^20,30,32,33^. While these discrepancies may be attributed to different cell types or TMAO concentrations, we show here that the duration of TMAO treatment is an important factor that, combined with others such as metabolic background for instance, may induce differential results.

After of 48H treatment, our global analyses data showed that TMAO also caused modulations of genes involved in ECM organisation, morphogenesis and development, collagen metabolic processes, cell adhesion and neuroactive ligand-receptor interaction. Interestingly, the neuroactive ligand-receptor interaction pathway is closely linked to the development and progression of cardiovascular diseases^34^, while ECM remodelling contributes to vascular deterioration causing tissue repair and affecting angiogenesis^35^. Consistent with this observation, dose-dependent reduction in HUVEC-ECM adhesion reduced by 0.92 ± 0.08-fold compared with control after 100 µM TMAO treatment for 24H ^30^. These findings were confirmed by RT-qPCR analysis here using biomarkers for ECM and fibrosis (CTGF, TGF-β1, MMP2), known to trigger structural changes in ECs. While TGF-β1 itself did not show any significant changes with TMAO treatment, the CTGF gene expression initially decreased after 24H but increased after 48H. Conversely, RT-qPCR results showed that the relative gene expression level of MMP2 was significantly higher than the control at 24H, but no significant changes were observed for 48H. These findings suggest that ECM remodelling occurs in a time-dependent manner in HMEC-1, with MMP2 being activated first while CTGF activation would occur later. This gene regulations may have consequences on the suppression of biological processes such as collagen metabolism and ECM organisation processes/pathways identified in our global analyses. In addition, ECM remodelling is known to trigger various other cellular responses such as proliferation, migration, cell fate decisions, and cell death^36–38^, that could therefore play roles in TMAO-induced endothelial phenotypes. While some of the key pathways such as inflammation or ECM organisation processes identified through transcriptomics approach were verified using qPCR, additional phenotypic experiments such as cell adhesion assay or gelatinase assay could be performed to strengthen the conclusion of the current study.

In support of the transcriptomic changes, LC/MS data showed that BAs and arachidonic acid metabolites increased after TMAO treatment. BAs are a class of cholesterol-derived hormones which facilitate the digestion and absorption of dietary lipids. Their functions include systemic endocrine regulation, lipid, and glucose metabolism^39,40^. In addition, BAs are known to induce the expression of adhesion molecules in ECs by triggering oxidative stress, and through the activation of NF-kB and p53 signalling pathways^39^. Metabolites from arachidonic acid (essential fatty acids), including prostaglandins, thromboxanes and leukotrienes, were reported to have pro-inflammatory effects, resulting in a vasoconstricting phenotype of  the endothelium^41,42^. Prostaglandins are lipid autacoids which are produced at the location of tissue damage and are also involved in inflammation, blood flow, and development of blood clots. This suggests that the modulation of BAs and arachidonic acid metabolite levels by TMAO are closely linked to inflammation and may contribute to the initiation of early stages of endothelial dysfunction^43^.

In conclusion, using global transcriptomic approaches, our study suggested that TMAO induces time-dependent changes in HMEC-1, particularly structural changes, TNF-induced modifications, and inflammatory phenotypes over the early (24H) and late (48H) treatment durations. While TNF and inflammation pathways are first repressed (24H), they become activated at later stages (48H). Structural modification pathways show a more complex pattern with collagen-related pathways possibly repressed at both 24H and 48H, while other ECM pathways, involving MMP2 or CTGF, only appear activated at 24H and 48H, respectively. In contrast, common biological processes downregulated for both treatment durations include cellular response to growth factors as well as morphogenesis and development, suggesting consistent modification of proliferation and/or cell death induced by TMAO during the treatment duration. While our results proposed several molecular pathways, these findings would need to be validated in future studies using in vivo animal models or in clinical setting in order to identify new targets for therapeutics to alleviate cardiovascular complications associated with TMAO in the right intervention window.

## Materials and methods

### Cell culture

Human dermal microvascular endothelial cells (HMEC-1), obtained from American Type Culture Collection (ATCC, CRL-3243, Manassas, VA, USA) were cultured as previously described^44^. Briefly, HMEC-1 were maintained at 37 °C with 5% CO_2_ in MCDB-131 media, supplemented with 20% foetal bovine serum (FBS), 0.001% recombinant human epidermal growth factor (10 ng/ml), 1% penicillin–streptomycin, and 200 mM L-glutamine. TMAO, (CH_3_)_3_N(O) was purchased from Sigma-Aldrich (Singapore, Cat #317,594). During TMAO treatment (50–250 µM), the cells were cultured in serum-starved media (2% FBS) for 24H or 48H. After treatment, they were harvested and subjected to cell viability assays, ROS assays, or RNA extraction for gene sequencing and RT-qPCR analysis. For metabolite profiling, cells were treated with TMAO (50 µM) for 48H.

### Cell viability assay

Cell viability assays were performed using the PrestoBlue reagent (Thermo Scientific, Singapore) as per manufacturer’s recommendations. Briefly, after 24H or 48H of TMAO treatment, PrestoBlue reagent was added to the cells for 10 min in technical triplicates. After incubation, excitation and emission wavelengths were measured for each well at 570 nm and 590 nm, respectively, using a Varioskan LUX multimode microplate reader (Thermo Scientific, Singapore). Percentage of cell viability was normalised to control.

### RNA extraction and reverse transcription

HMEC-1 were lysed, and total RNA was extracted using the Aurum™ Total RNA Mini Kit (Bio-Rad Laboratories, Hercules, CA, USA), as previously described^45,46^. RNA quality and concentration were determined using NanoDrop One Microvolume UV–Vis Spectrophotometer (Bio-Rad Laboratories, USA). RNA samples (50 ng/µL) were reverse transcribed into cDNA by the T100™ Thermal cycler (Bio-Rad laboratories, USA) using Bio-Rad iScript cDNA Synthesis Kit according to manufacturer’s recommendations.

### RNA sequencing

Total RNA from treated HMEC-1 was used to construct libraries using the VAHTS® Universal V8 RNA-seq Library Prep Kit for Illumina NR605 and sequenced using Illumina NovaSeq6000 S4 flowcell PE150 sequencer at Azenta Life Sciences (Hangzhou, China). Raw FASTQ reads were checked for quality and processed using the nf-core RNAseq bioinformatics pipeline ^47^ version 3.6 to generate the read counts for downstream analyses.

### Downstream analyses of RNA sequencing data

DEG data for the 24H vs. control and 48H vs. control were generated using DESeq2 package^48^. Genes with at least a 1.4-fold change and a false discovery rate (FDR) < 0.05 were considered significant. Gene set enrichment analysis (GSEA) was performed on the fold-change ranked gene lists using the ClusterProfiler package with the Gene Ontology Biological Process (GO BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways^49^. A tree map summary of the enriched GO BP terms was generated using Revigo^50^. Variance Stabilizing Transformation (VST) normalized expression was used for visualizing the expression levels.

### ROS quantification

Intracellular ROS production in HMEC-1 was analysed using 10 µM of 2’,7’-Dichlorofluorescin diacetate (DCFDA, Cayman Chemical, USA) as described earlier^51,52^. Briefly, after 24H or 48H of TMAO treatment, HMEC-1 cells were incubated with DCFDA for 1 h. Subsequently, DCFDA was removed by rinsing with Hank’s Balanced Salt Solution (HBSS, Grand Island IsleChem, USA), and the cells were counter-stained with Hoechst 33342 (Pierce Biotechnology, USA) for 15 min at 37 °C. Cells were rinsed again with HBSS and the fluorescence intensity was measured at the excitation and emission wavelengths of DCFDA (Ex/Em = 485/520 nm) and Hoechst (Ex/Em = 350/461 nm). Readings were taken using a Varioskan LUX multimode microplate reader (Thermo Scientific, Singapore). DCFDA values were normalised to Hoechst readings and results were averaged and expressed as fold changes of control.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

The comparative cycle threshold (2^−ΔΔCt^) method of RT-qPCR was conducted according to earlier reports ^53^. The CFX96 Real-time PCR system (Bio-rad, USA) was used to evaluate the relative gene expression of IL-6, chemoattractant protein 1, Monocyte Chemoattractant Protein-1 (MCP-1)/CCL2), EDN1, CTGF, MMP2, TGF-β1 ICAM and IL-1β (Supplementary Table 1). 

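The primer pairs of Supplementary Table 1 were matched exactly to the transcripts of GENCODE release 29 (GRCh38), and each of the 9 pairs matched transcripts of 1 gene. The amplicon of IL6 has 178 bp, from exon 5 to exon 6, on chromosome 7 from 22729651 to 22731573. The amplicon of CCL2 has 143 bp, from exon 1 to exon 2, on chromosome 17 from 34255294 to 34256232, and both of these include untranslated sequence. The amplicon of EDN1 has 164 bp, from exon 3 to exon 4, on chromosome 6 from 12294077 to 12294404, that of CTGF has 112 bp, from exon 4 to exon 5, on chromosome 6 from 131949454 to 131949953, and that of MMP2 has 138 bp, from exon 11 to exon 13, on chromosome 16 from 55498441 to 55505358. For ICAM1 it has 83 bp, from exon 4 to exon 5, on chromosome 19 from 10284311 to 10284475, and for IL1B 183 bp, from exon 3 to exon 4, on chromosome 2 from 112833407 to 112835579. The pair listed as TGFBI, CCCACAACGAAATCTATGAC and TGTATTTCTGGTACAGCTCC, matched TGFB1, with an amplicon of 177 bp, from exon 1 to exon 3, on chromosome 19 from 41344858 to 41352698. The GAPDH pair lies within exon 9, in untranslated sequence, with an amplicon of 88 bp on chromosome 12 from 6538281 to 6538368.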

RT-qPCR was performed in 96-well plates with 10 µL volume reactions per well (10 µM primers and SYBR Green master mix (Bio-rad, USA) prepared in triplicates). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as the reference housekeeping gene. Relative gene expression was calculated using the 2^-ΔΔCT^ method, where gene expression changes were expressed as fold changes of control.

### Lipid extraction and metabolite profiling of HMEC-1 using liquid chromatography-mass spectrometry (LC/MS)

Chloroform:methanol method was used to extract lipids and LC/MS was carried out with minor modifications as previously reported^54–56^. Briefly, the extracts were vortexed and centrifuged at 10,000 rpm for 5 min. The supernatant was transferred into a 1.5 mL tube and dried using a vapor centrifuge at 45 ºC for 30 min. Next, the dried samples were reconstituted in methanol (200 µL) before being subjected to LC/MS (Shimadzu LC/MS-8050) analysis using a C18 reverse phase HPLC column (Zorbax SB-C18- 3.5 microns, 2.1 × 100 mm). A gradient elution was performed, which involved a mobile phase (A) with 0.1% of formic acid in water, and (B) with 0.1% of formic acid in acetonitrile. Data analysis was performed using a targeted approach based on the measured peak intensity obtained for each sample. The peak intensities corresponding to various molecular weights (m/z) were normalised to the total peak intensity within each sample, to account for the differences of concentrations. Subsequently, normalised data for each sample was analysed using PCA and OPLS-DA scores plot based on the selected peaks. Based on the comparison of the retention time, m/z and MSMS with reference standards and comparison of MSMS spectra with reference database (https://hmdb.ca/), certain fatty acids, lipids, and other small molecules were identified, consistent with our earlier work^57–59^.

### Statistical analyses

Experimental data for cell viability, ROS assays, and RT-qPCR were plotted using GraphPad Prism 6 (GraphPad, San Diego, CA, USA). PCA, OPLS-DA plots, and index values of the VIP in OPLS-DA were used to calculate the importance of individual metabolite features in spectra generated by the Soft Independent Modelling by Class Analogy (SIMCA) software^60^. Experimental data were obtained from at least three independent experiments and are represented as either mean ± SEM or mean ± SD (LC/MS), as appropriate. Group mean values were analysed by unpaired Student’s *t*-test or one-way ANOVA with post hoc analysis using Dunnett’s test, as appropriate. Statistical significance was considered when the *p*-value was < 0.05.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated and/or analysed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE235204.

## Abbreviations

CVDs: Cardiovascular diseases
TMAO: Trimethylamine N-oxide
ECs: Endothelial cells
HMEC-1: Human microvascular endothelial cells
DEG: Differentially expressed gene
RT-qPCR: Real-time quantitative polymerase chain reaction
TMA: Trimethylamine
FMO: Flavin monooxygenase
ROS: Reactive oxygen species
GO: Gene ontology
BP: Biological process
KEGG: Kyoto encyclopedia of genes and genomes
DCFDA: Dichlorofluorescin diacetate
NES: Normalised enrichment score
DUSP1: Dual specificity phosphatase 1
AP-1: Activator protein 1
IL-6: Interleukin 6
CCL2: Chemoattractant protein 1
EDN1: Endothelin 1
CTGF: Connective tissue growth factor
MMP2: Matrix metallopeptidase 2
TGF-β1: Transforming growth factor beta 1
ICAM: Intracellular adhesion molecule 1
IL-1β: Interleukin 1 beta
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
JAK-STAT: Janus kinase-signal transducer and activator of transcription
PCA: Principal component analysis
OPLS-DA: Orthogonal projection to latent structure discriminant analysis
VIP: Variable importance in projection
SIMCA: Soft independent modelling by class analogy
TNF: Tumour necrosis factor
MAPK: Mitogen-activated protein kinase
IFN: Type I interferon
NOD: Nucleotide oligomerization domain
ECM: Extracellular matrix
NF-kB: Nuclear factor kappa B

# Supplementary material for: Time-dependent specific molecular signatures of inflammation and remodelling are associated with trimethylamine-N-oxide (TMAO)-induced endothelial cell dysfunction
**Source:** Sci Rep. 2023 Nov 20;13:20303. doi: 10.1038/s41598-023-46820-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Time-dependent specific molecular signatures of inflammation and remodelling are associated with Trimethylamine-N-oxide (TMAO)-induced endothelial cell dysfunction.**

Meyammai Shanmugham^1,3^, Arun George Devasia^1^, Yu Ling Chin^1^, Kang Hao Cheong^1^, Eng Shi Ong^1^, Sophie Bellanger^3^, Adaikalavan Ramasamy^2^, Chen Huei Leo^1^

^3^A*STAR Skin Research Labs, Agency for Science, Technology and Research, Singapore

**
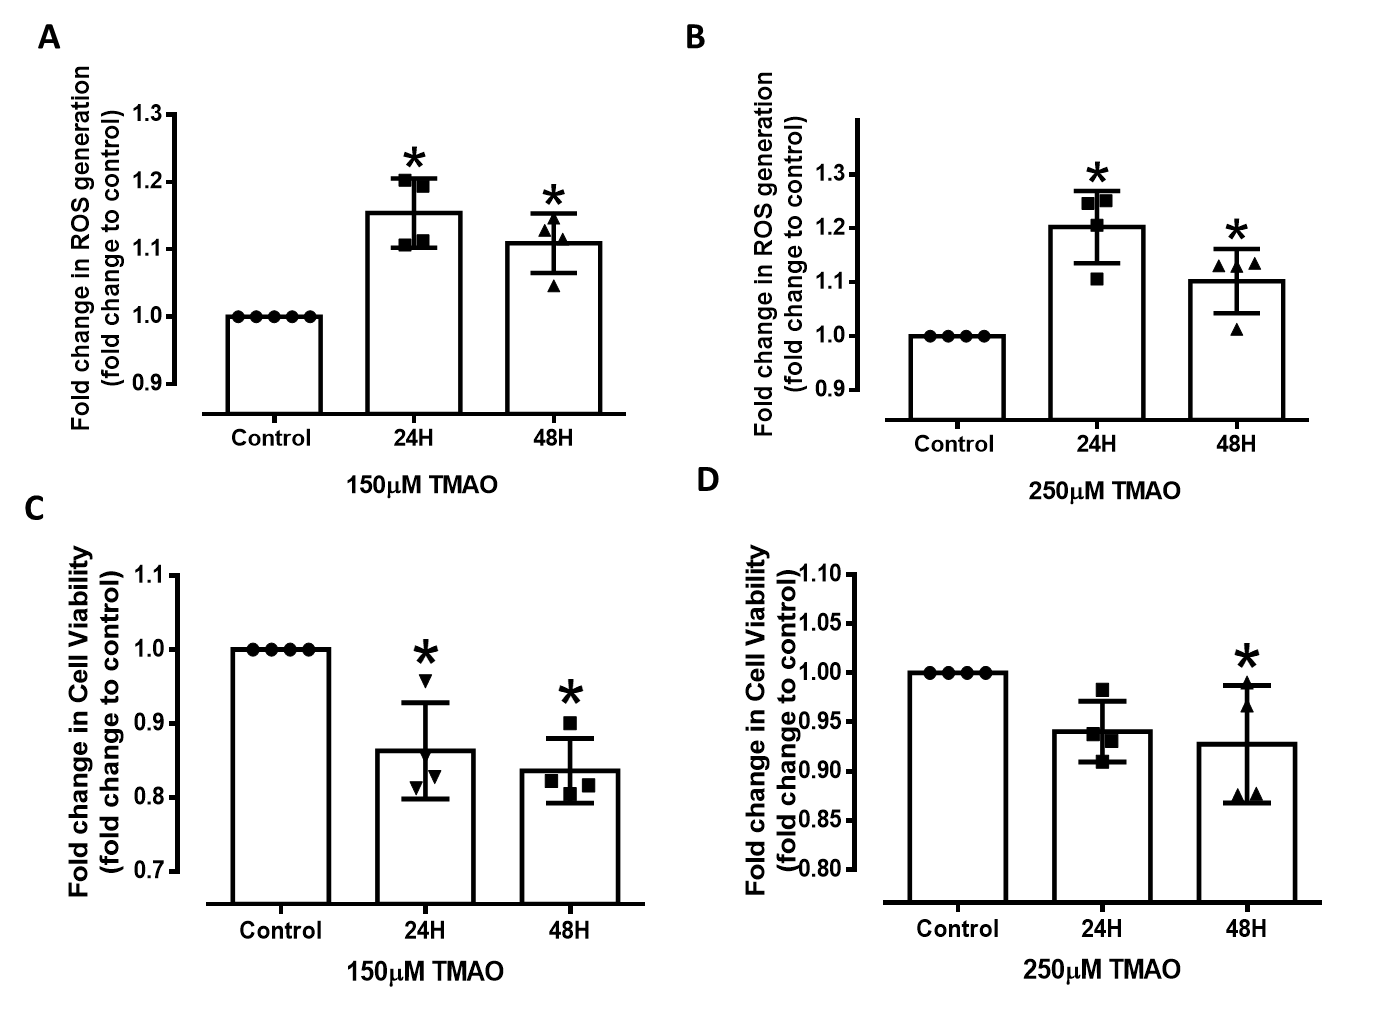
**

**Supplementary Figure 1: TMAO induces ROS production and lowers cell viability in HMEC-1 cells.** (A) and (B) ROS generation after treatment with 150 µM and 250 µM of TMAO, respectively. (C) and (D) Quantification of cell viability after treatment with 150 µM and 250 µM of TMAO, respectively. Values are expressed as mean ± SEM; the number of experiments per group is shown by individual data points. *Significantly different to control (P < 0.05, One-way ANOVA, Dunnett’s test).

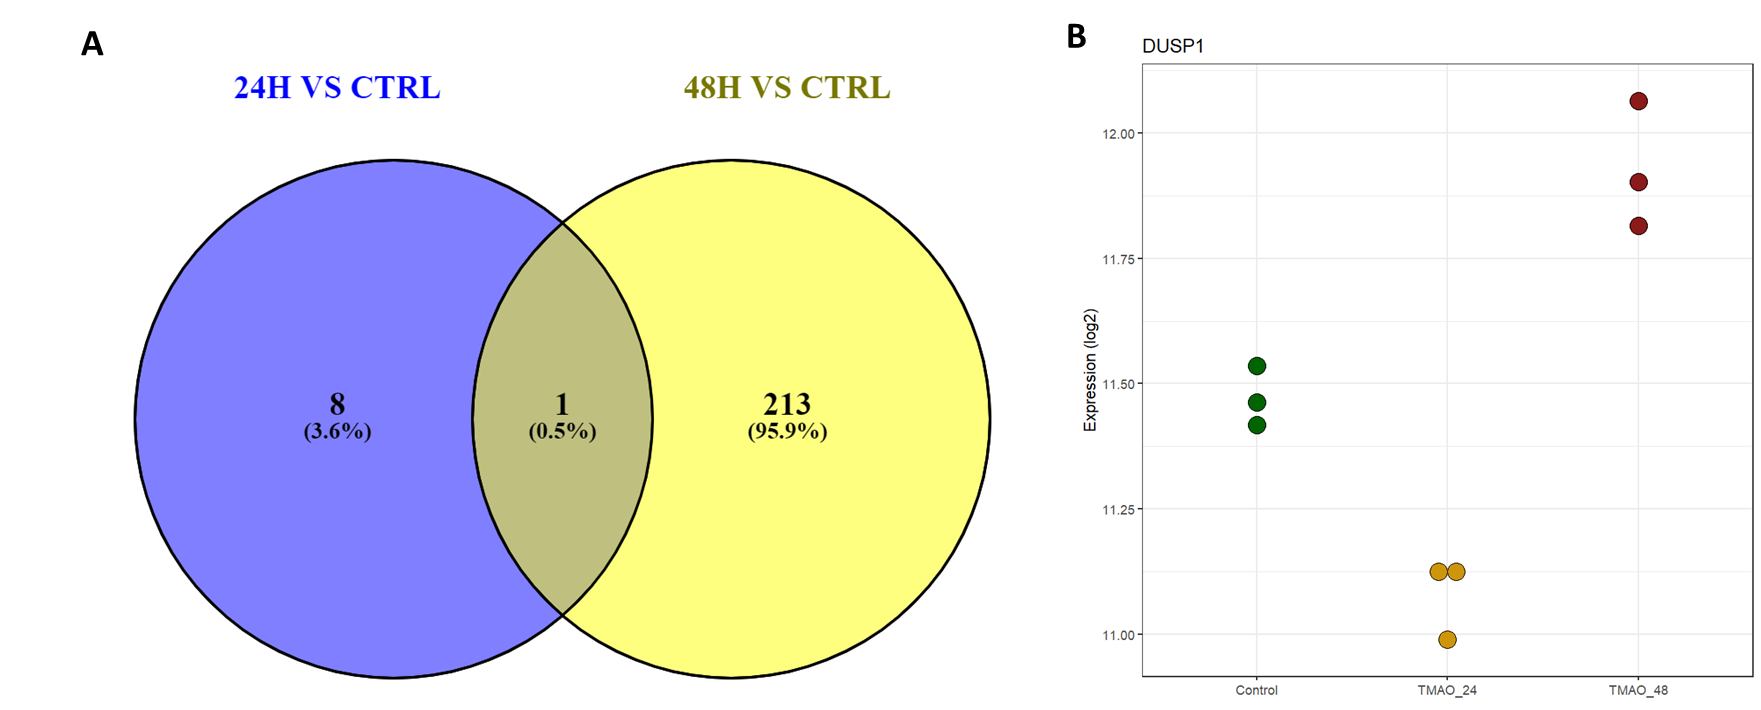

**Supplementary Figure 2: Transcriptomic profiling of HMEC-1 treated with TMAO for 24H and 48H**. (A) Venn diagram showing the number of significant genes (1.4-fold change and FDR < 0.05) modulated by TMAO at 24H vs. control (blue), and at 48H vs control (yellow). DEGs were identified using the p-value < 0.05 and log_2_FC > = |0.4| criteria. (B) VST normalized expression levels of DUSP1 showing this gene to be downregulated at 24H analysis and upregulated at 48H.

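With a log2 fold change of at least 0.4 and an adjusted p-value under 0.05 in edgeR, 10 genes were called at 24H, 374 at 48H and 3 at both (CYR61, DUSP1 and SPRY2). At a log2 fold change of at least 0.5, the counts were 6, 248 and 1.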

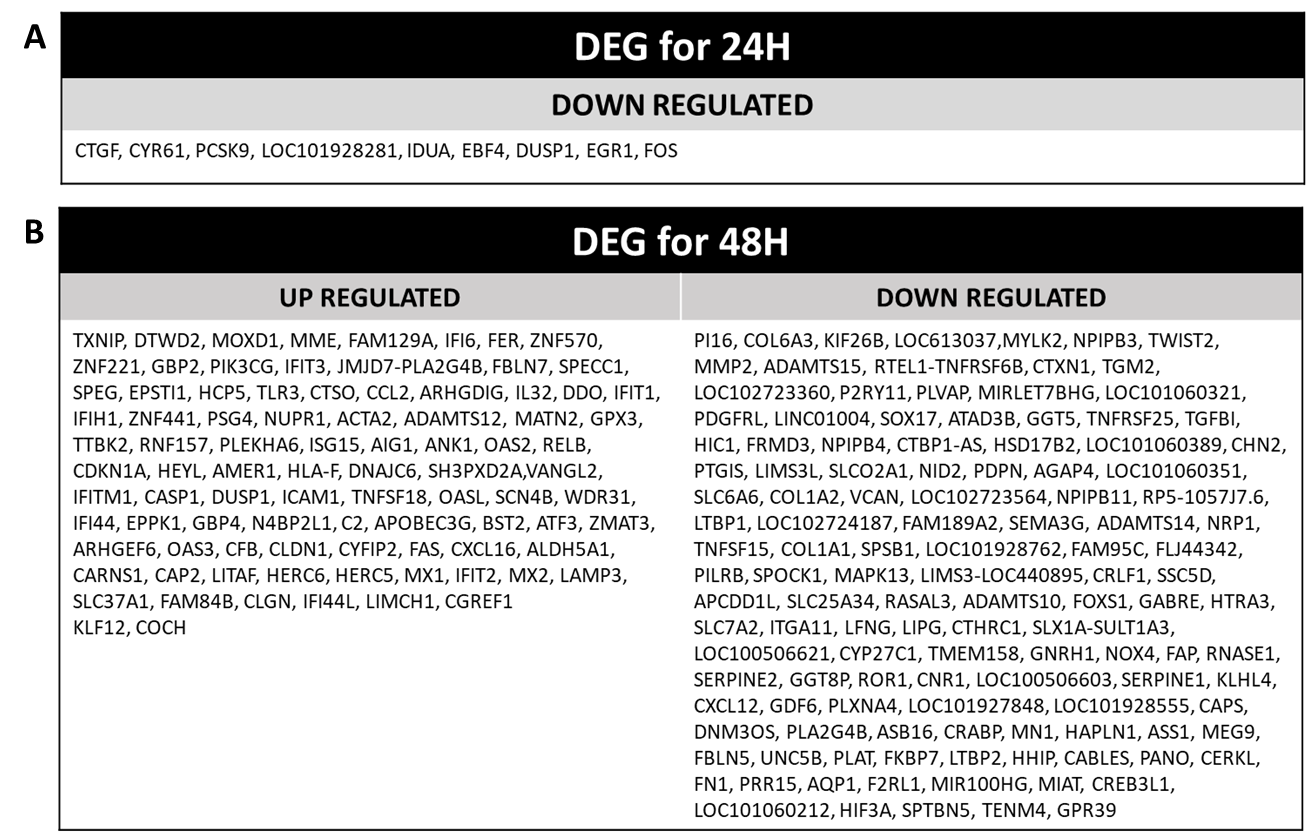

**Supplementary Figure 3: DEG results showing genes modulated in HMEC-1 treated with TMAO for 24H and 48H**. (A) Genes modulated at 24H (all downregulated). (B) Genes modulated at 48H: 90 genes were upregulated; 124 genes were downregulated. DEGs were identified using the p-value < 0.05 and log_2_FC > = |0.4| criteria.

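CTGF, CYR61, DUSP1, EGR1, FOS, EBF4, IDUA and LOC101928281 were lower at 24H than in controls, and CTGF, CYR61, DUSP1, EGR1 and FOS were called by edgeR. EBF4 (log2 fold change -0.74, standard error 0.146, adjusted p = 0.113), IDUA (log2 fold change -0.61, standard error 0.120, adjusted p = 0.113) and LOC101928281 (log2 fold change -0.59, standard error 0.121, adjusted p = 0.135) did not pass, but did with DESeq2 (adjusted p = 0.0436, 0.0128 and 0.00483).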

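Of the 90 genes that the paper lists as upregulated at 48H, 90 were among the 130 called higher by edgeR. Of the 124 that it lists as downregulated, 122 were matched by symbol to the counts, and 110 of these were among the 135 called lower. All 122 matched genes were lower at 48H than in controls. Another 40 genes called higher and 25 called lower did not match a symbol that the paper lists.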

**
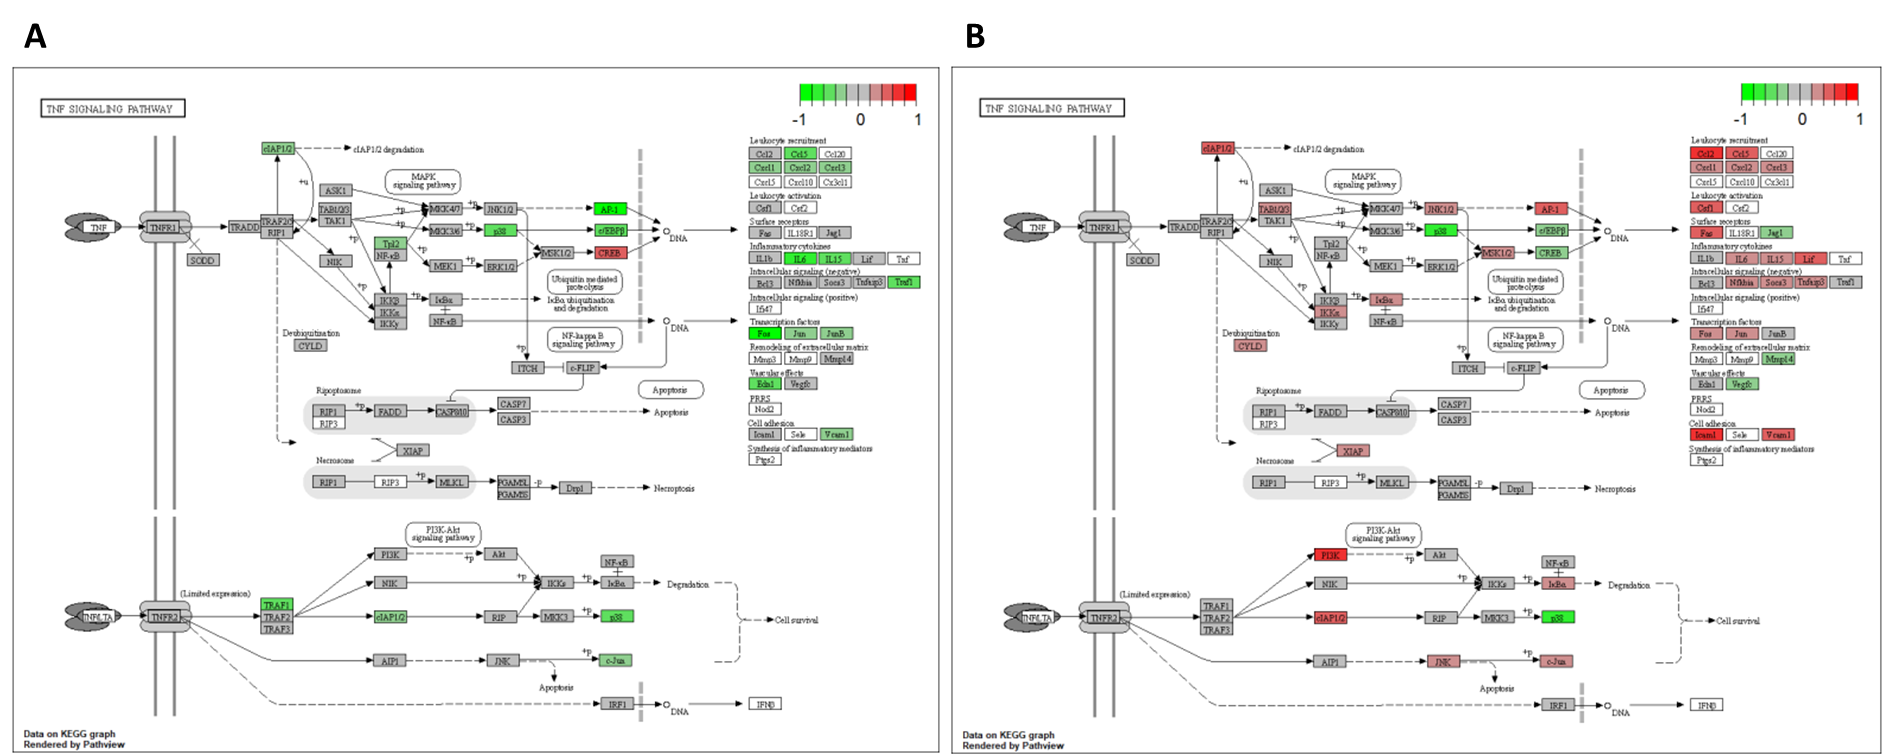
**

**Supplementary Figure 4: Mapping of genes modulated by TMAO in the “TNF signalling pathway” at 24H and 48H**. (A) “TNF signalling pathway” identified as downregulated via KEGG after 24H of TMAO treatment (50 µM). (B) “TNF signalling pathway” identified as upregulated after 48H of TMAO treatment (50 µM). The gene hits highlighted in red are activated compared to control while the gene hits highlighted in green are repressed. All the other genes related to the pathway are also shown.

**
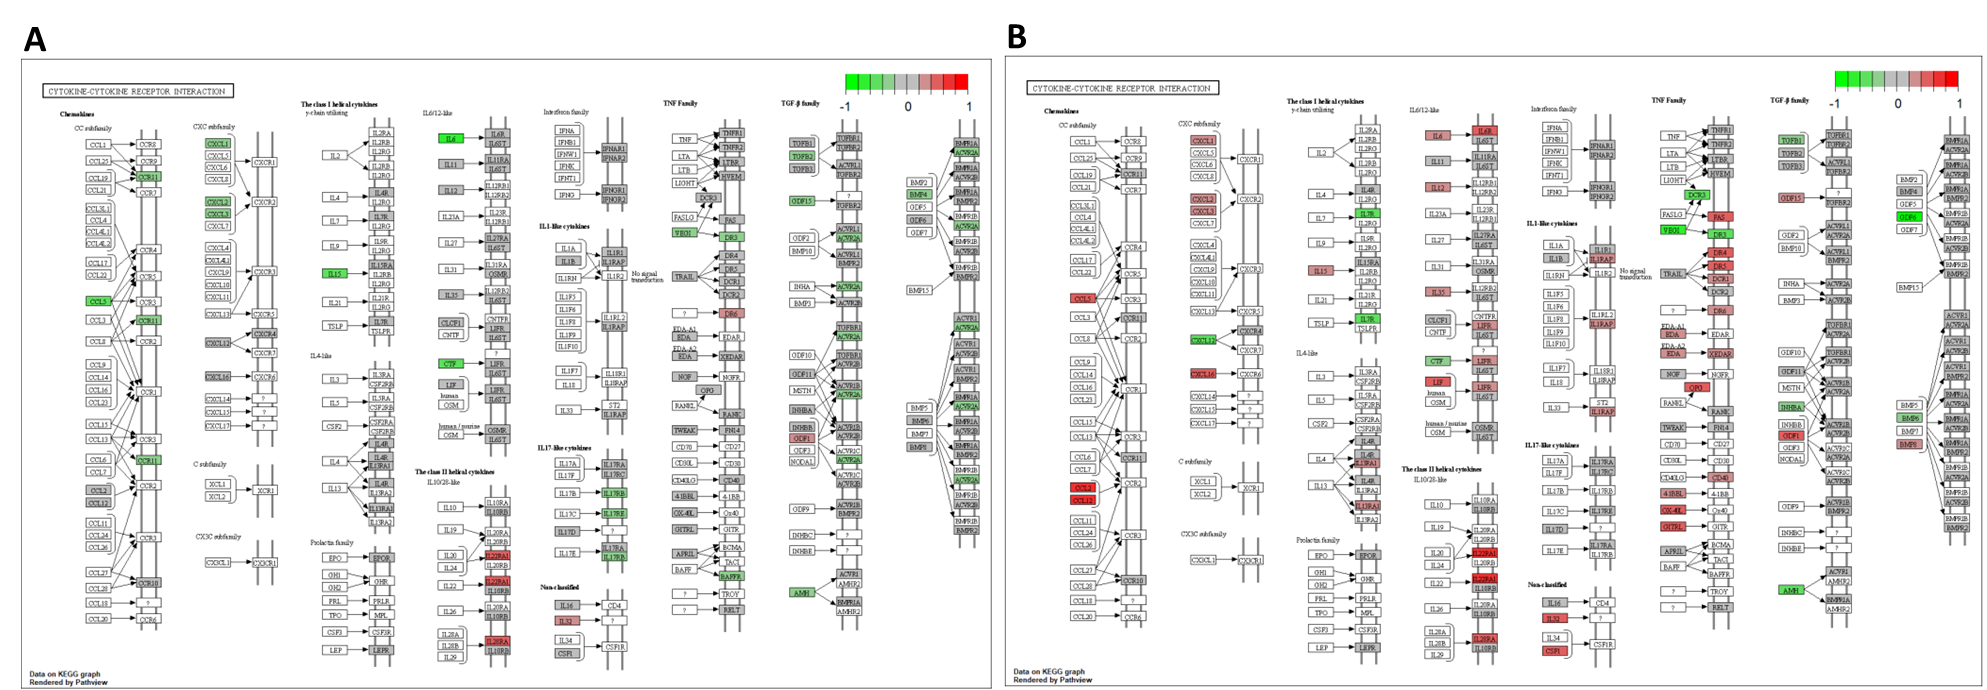
**

**Supplementary Figure 5: Mapping of genes modulated by TMAO in the “cytokine-cytokine receptor interaction” at 24H and 48H.** (A) “Cytokine-cytokine receptor interaction” identified as downregulated via KEGG after 24H of TMAO treatment (50 µM). (B) “Cytokine-cytokine receptor interaction” identified as upregulated after 48H of TMAO treatment (50 µM). The gene hits highlighted in red are activated compared to control while the gene hits highlighted in green are repressed. All the other genes related to the pathway are also shown.

**Supplementary Table 1: List of RT-qPCR primers used for this study**

| **Gene** | **Forward primer sequence (5’-3’)** | **Reverse primer sequence (5’-3’)** |
| --- | --- | --- |
| GAPDH | ACAGTTGCCATGTAGACC | TTGAGCACAGGGTACTTTA |
| IL6 | GCAGAAAAAGGCAAAGAATC | CTACATTTGCCGAAGAGC |
| CCL2 | AGACTAACCCAGAAACATCC | ATTGATTGCATCTGGCTG |
| EDN1 | CAAGCAGGAAAAGAACTCAG | CTGGTTTGTCTTAGGTGTTC |
| CTGF | TTAAGAAGGGCAAAAAGTGC | CATACTCCACAGAATTTAGCTC |
| MMP2 | TTCTGGAGATACAATGAGGTG | CTTGAAGAAGTAGCTGTGAC |
| TGFBI | CCCACAACGAAATCTATGAC | TGTATTTCTGGTACAGCTCC |
| ICAM1 | ACCATCTACAGCTTTCCG | TCACACTTCACTGTCACC |
| IL1B | CTAAACAGATGAAGTGCTCC | GGTCATTCTCCTGGAAGG |

How the deposited data were processed for this re-analysis (not part of the article)

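RNA from HMEC-1 treated with 50 µM TMAO for 24H or 48H and from untreated controls was sequenced in 3 libraries per group. The authors processed the reads with version 3.6 of the nf-core RNAseq pipeline and deposited estimated counts per gene (expected counts, values that are not whole numbers), without normalisation, for 29740 gene symbols in 9 libraries. The paper's text does not name the quantifier, the genome build or the annotation, so no coordinates are given for genes in the counts. Samples were grouped by their labels, which also give the replicate numbers. The paper pooled the controls of both time-points, so the time in culture of each control is not known here.

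The estimated counts were rounded to whole numbers. In R 4.3.3, edgeR 4.0.16 was used with filterByExpr (14740 genes kept), TMM normalisation and a quasi-likelihood fit of all 9 libraries (glmQLFit with legacy = FALSE, set explicitly because the installed version takes the older fit by default). A first look at the data used the older fit by oversight, and its counts are given among the alternatives. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and at least a 1.4-fold change were called, the thresholds of the paper's methods. Standard errors of log2 fold changes were derived from the F statistic. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so the p-values given come from the model fitted by edgeR across all genes.

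Gene set scores were computed with fgsea 1.28.0 on all tested genes ranked by log2 fold change, with adjustment over 14 tests for 7 sets chosen beforehand. The TNF signalling and cytokine-cytokine receptor sets came from the maps in the paper's supplement, the cell cycle set from the list in the Seurat package, and the others were written by hand. Another 5 lists were chosen after the fold changes had been seen. The genes named in the text are those that the paper's Results name for RNA sequencing or RT-qPCR, the 9 genes of its list at 24H and, at each time-point, the 5 largest rises and the 5 largest falls among called genes whose 3 treated libraries lie on the same side of all 3 controls and whose mean normalised count is at least 50. A gene outside this rule is marked as chosen after its values were seen or belongs to a list or cluster that is named with it.

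The alternatives were DESeq2 1.42.0, log2 fold thresholds of 0.4, 0.5 or none, a test against a 1.4-fold change (glmTreat), a fit of only the 2 groups compared, RLE factors, no expression filter, at least 10 counts in every library, the older quasi-likelihood fit, the replicate number as a block, camera in limma 3.58.1, another ranking for gene sets, and leaving out each library in turn. Corrections for GC content and transcript length, the removal of ribosomal RNA genes, DESeq2 combined with a log2 threshold of 0.5, and fgsea with 100000 permutations in place of its default number were added after the data were seen. GC content and length came from GENCODE release 29 transcripts for 13890 of the 14740 tested genes (94.2%).

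The procedure was tested on simulated data for 14740 genes, of which 200 were changed. The edgeR fit recovered 194 of them with 0 false calls, and 0 genes were called in a contrast without changes. The simulation used a single dispersion for all genes, so it does not cover genes that vary more than average. Its changed genes lay above a minimum mean count and had changes above the 1.4-fold threshold. It therefore does not cover changes in genes with low counts, or smaller changes. Total counts per library ranged from 25205756 to 36927373, and the biological coefficient of variation estimated by edgeR was 0.0744. RT-qPCR, ROS, viability and LC/MS measurements were not analysed here.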

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

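The tests of the depth outside ribosomal RNA genes and of the size of the falls at 24H without 1 library were chosen after their results had been seen, and the other tests below before theirs. The list of p53 target genes was itself written after the fold changes had been seen.

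The changes at 48H and at 24H differed from each other, as a direct test called 252 genes between them, 127 higher and 125 lower at 48H. Of the 4 splits of these 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes, and the others gave 0. The 6 further splits, which part 1 such pair, gave at most 0. At an unadjusted p under 0.05, the real split gave 3256 genes and the 9 others 261 to 979. The same counts of called genes held for the 265 genes at 48H against control (1 of 4 splits) and the 7 genes at 24H against control (1 of 4 splits). At an unadjusted p under 0.05, the 9 other splits gave 198 to 1483 genes at 48H, against 3802 in the real one, but 308 to 1470 at 24H, where the real one gave 1067, fewer than the highest of the others. At 48H, against control or 24H, the real split thus stood apart from the others in both counts, and at 24H in the called genes alone. The share of the real split cannot go below 1 of 4, or below 1 of 10 over all splits, and in each comparison it was at that floor. The share therefore cannot decide whether another grouping of the libraries explains these results. Both time-points differ in the length of TMAO treatment and in time in culture, and no library separates these explanations.

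Of the 7 genes with an adjusted p-value under 0.05 at both time-points, 6 were lower at 24H and higher at 48H, namely CYR61, DUSP1, GFRA1, JUN, MYC and SPRY2. The remaining gene, RHOB, was lower at both. GFRA1, MYC, RHOB and SPRY2 were chosen after their values were seen. For each of the 6 the direct test of 48H against 24H gave an adjusted p of at most 3.93e-05. The 6 were selected for opposite changes from the same controls, so a low value was bound to follow and is no separate evidence. With a replicate block, the falls at 24H of CYR61, DUSP1 and JUN did not pass (adjusted p = 0.0575, 0.0578 and 0.174). Their rises at 48H passed with it (adjusted p = 0.00645, 0.00251 and 0.0210). Without the library TMAO 24H replicate 1, 3 of the 6 genes (50.0%) passed in opposite directions. Leaving out another single library gave from 0 to 6 of the 6, with 0 without TMAO 24H replicate 2, so the loss is not specific to that library, and this count cannot tell its influence apart from that of a smaller group. The falls at 24H were not smaller without it, as 6 of the 6 genes (100%) had at least 80% of their log2 fold change, from 105% to 109.9%, so this library did not make the falls. The pattern cannot be told apart from an effect of time in culture.

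In the library TMAO 24H replicate 1, 31.5% of the counts fell on ribosomal RNA genes, which the paper does not report on, against at most 7.46% in the other 8 libraries. Its depth on the remaining genes was not low, with 25286312 counts against 23981849 to 31829578 in the others. The calls at 24H did not rest on it, since all 7 (100%) were called without it. This does not extend to all gene sets at 24H. Without it, the cytokine-cytokine receptor score was -1.19 (adjusted p = 0.289), but that set failed in 4 of 6 fits without 1 library. Among the 6 fits without 1 library, the ECM-receptor and collagen scores, which did not pass, changed sign only without it (-0.789 and 0.632). Both also changed sign with all libraries kept. The ECM-receptor score was -1.39 ranked by the signed root of F, and the collagen score was 0.607 with a GC correction. Their signs thus do not depend on this library alone. TNF signalling passed in each of the 6 fits. No biological explanation was tested.

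A list of 34 p53 target genes, which the paper does not discuss as a group, had a normalised enrichment score of 2.18 (adjusted p = 0.000566) at 48H and of -0.899 (adjusted p = 0.637) at 24H, and the direct test of 48H against 24H gave 2.10 (adjusted p = 0.000129). At 48H, 32 of its genes were higher and 2 lower than in controls, also with RLE factors and with a GC correction. CDKN1A (log2 fold change 0.58, standard error 0.0364, adjusted p = 2.51e-06) and ZMAT3 (log2 fold change 0.65, standard error 0.0642, adjusted p = 7.12e-05) rose, PGF fell (log2 fold change -0.46, standard error 0.0443, adjusted p = 6.36e-05), and these 3 were chosen after their values were seen. The 28 listed genes that were not called at 48H, 26 of them higher, had p = 0.0150 in camera with the correlation between genes estimated (p = 0.00828 for the whole list). Since the list was written after the fold changes had been seen, neither p-value goes against a correlation between its genes as the explanation. The score of the list was 2.17 with a GC correction. FAS, TNFRSF10B, GDF15, EDA2R and TNFRSF10C of this list also belong to the clusters of Fig. 4, so the list is not separate from those genes. A p53 response at 48H is a candidate explanation, as a hypothesis found and tested on the same data, and p53 activity was not measured. It cannot be told apart from the choice of the list, from a correlation between its genes or from an effect of time in culture.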

How the results depend on the processing

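Corrections for GC content and length, the removal of ribosomal RNA genes, DESeq2 with a log2 threshold of 0.5, and fgsea with 100000 permutations were chosen after seeing the data, and the other alternatives before the data were examined. The causes of the changes were not tested.

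For 24H against control, 7 genes became 11 with DESeq2, 14 with no fold threshold, 0 with glmTreat (87 at an unadjusted p under 0.05), 1 with the replicate block and 4 with the replicate block and GC correction, and ranged from 0 to 9 across the 6 fits that each left out one replicate, with 690 genes at an unadjusted p under 0.05 in the fit that gave 0. None of these settings called a higher gene at 24H, where 408 genes were higher at an unadjusted p under 0.05. In both directions together the real split gave 1067 genes at that threshold, and the 9 other splits of these libraries 308 to 1470. For 48H against control, 265 genes became 1537 with no fold threshold and 23 with glmTreat, and ranged from 187 to 339 across the 6 fits that each left out one replicate. Between 48H and 24H, 252 genes became 1110 with no fold threshold and 50 with glmTreat, and ranged from 193 to 257 across such fits. The 1 gene called at both time-points became 3 at a log2 threshold of 0.4, 7 with no fold threshold, 0 with glmTreat and 0 with the replicate block (8 and 397 at an unadjusted p under 0.05 at both), and ranged from 0 to 3 across the 9 fits that each left out one replicate. The other settings gave counts within 1.5 times these, among them the older quasi-likelihood fit with 7, 244 and 232 genes.

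With the replicate block, 214 genes were called at 48H and 213 between 48H and 24H, and the 14 gene set results kept their direction and their side of the threshold. Deviations of same-numbered libraries had a mean correlation of -0.037 over 9 pairs, against 0.018 over 18 other pairs.

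Camera with the correlation between genes estimated left none of the 9 gene set results past the threshold. Its values, signed z-values in place of scores, were -1.33 for TNF signalling, -2.33 for the cytokine-cytokine receptor set and -1.19 for interferon-induced genes at 24H, and 1.30, 1.75 and 2.75 for these sets, -1.59 for ECM-receptor genes, -1.77 for collagen genes and 1.86 for cell cycle genes at 48H. With a correlation of 0.01, only the cytokine-cytokine receptor set at 48H no longer passed (1.77). The ECM-receptor score at 24H, 0.862, was not past the threshold and reversed to -1.39 ranked by the signed root of F, to -1.02 with at least 10 counts in every library, and to z-values of -1.01 and -0.457 in camera with a correlation of 0.01 and with it estimated. With the GC correction, the collagen and cell cycle scores at 24H reversed to 0.607 and -0.475, and the cell cycle score at 48H, 1.65, fell to 1.03. With the replicate block and GC correction, these were 0.690, -0.476 and 1.03.

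Across the 6 fits that each left out one replicate, scores at 24H ranged from -1.57 to -1.19 for the cytokine-cytokine receptor set, from -0.789 to 1.04 for ECM-receptor genes, from -0.969 to 0.632 for collagen genes, from -1.87 to -1.32 for interferon-induced genes and from -0.934 to 0.476 for endoplasmic reticulum targeting genes. At 48H they ranged from 1.38 to 1.64 for TNF signalling, from 1.32 to 1.44 for the cytokine-cytokine receptor set, from -0.810 to 0.444 for endoplasmic reticulum targeting genes and from 1.28 to 1.68 for cell cycle genes. The adjusted p was above 0.05 in 4 of 6 of these fits for the cytokine-cytokine receptor set and 5 of 6 for interferon-induced genes at 24H, and in 4 of 6 for TNF signalling, 6 of 6 for the cytokine-cytokine receptor set and 4 of 6 for cell cycle genes at 48H. In the other gene set results, each of these fits kept the direction and the side of the threshold.

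The p-values of fgsea vary with its random sampling. With 100000 permutations, the 14 gene set results kept their direction and their side of the threshold, with an adjusted p of 0.0266 for TNF signalling and 0.0266 for the cytokine-cytokine receptor set at 48H. Across the fits that each left out one replicate, the number above 0.05 then became 5 of 6 for TNF signalling and 5 of 6 for cell cycle genes at 48H. Of the lists chosen after the fold changes had been seen, growth factor early response families (adjusted p = 0.0548) and cholesterol and fatty acid synthesis genes (0.0502) at 48H no longer passed, and the other results of these lists kept their side of the threshold.

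For named genes, IL1B at 48H reversed to a log2 fold change of -0.015 with the GC correction and -0.014 with the replicate block and GC correction, and ranged from -0.077 to 0.075 across the 6 fits that each left out one replicate. At 24H such fits ranged from -0.16 to 0.088 for GBP4, from -0.25 to 0.011 for IFITM1, from -0.21 to 0.022 for KIF26B and from -0.020 to 0.10 for MMP2. Over all settings, 53 other results of named genes no longer passed, 14 newly passed and 978 kept their direction and side of the threshold.

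The standard errors at 48H of IL1B and IL6, with mean normalised counts under 100 in each group, were 0.198 and 0.198 on the log2 scale, against 0.0662 for ICAM1. In the simulated data, 194 of 200 changed genes were recovered with 3 libraries per group. Those genes were drawn from genes with higher mean counts than IL1B and IL6, with changes above the 1.4-fold threshold. The recovery therefore does not apply to IL1B or IL6.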

Differences from the paper's values

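The adjusted p of DUSP1 was 0.0106 at 24H, against the paper's 8.98e-09, and 0.000417 at 48H, against the paper's 1.11e-11. DESeq2, which the paper's methods name, gave 8.98e-09 and 1.11e-11. The other alternatives set before the data were examined (RLE factors, a fit of only the 2 groups compared, the replicate block, the older quasi-likelihood fit and leaving out each library) did not reach the paper's values, and over all of these and DESeq2 the adjusted p ranged from 8.98e-09 to 0.103 at 24H and from 1.11e-11 to 0.00374 at 48H.

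The paper counts 9 genes lower at 24H, and 90 higher and 124 lower at 48H, against 7, 130 and 135 here, within 1.5 times of each other. DESeq2 at the 1.4-fold threshold called 11, 99 and 127. DESeq2 with a log2 fold change of at least 0.5, a combination chosen after seeing the values, called 9, 90 and 124, including 9, 90 and 122 of the genes that the paper lists.

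Of the genes that the paper lists, EBF4, IDUA and LOC101928281 at 24H and 12 lower genes at 48H were not called here. DESeq2 called 3 of these at 24H and 12 at 48H, as it did with a log2 fold change of at least 0.5. A fit of only the 2 groups compared called 1 at 24H. At 48H, at least 10 counts in every library called 5, no expression filter 2, RLE factors 1 and the older quasi-likelihood fit 1. The length correction called 3 and the removal of ribosomal RNA genes 4, both chosen after seeing the values. Leaving out control replicate 2 called 3, leaving out TMAO 24H replicate 1 called 3, leaving out TMAO 48H replicate 2 called 1 and leaving out TMAO 48H replicate 3 called 8.

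The paper describes the first cluster of Fig. 4A, with IL-6 and EDN1, as activated at 48H. In the counts, IL6 did not differ from controls at 48H (log2 fold change 0.30, standard error 0.198, adjusted p = 0.367), and over the alternatives run for it the adjusted p ranged from 0.170 to 0.742. EDN1 did not differ from controls at 48H (log2 fold change 0.065, standard error 0.0691, adjusted p = 0.608), and JUN alone of the 7 genes passed. The paper describes the genes of the second cluster of Fig. 4B as switching from repressed at 24H to activated at 48H. At 48H, 13 of these were higher and 6 lower, and 0 passed (2 higher at an unadjusted p under 0.05).

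The paper gives ECM receptor interaction as lower at both time-points, and the ECM-receptor set had a score of 0.862 (adjusted p = 0.898) at 24H. It gives cell proliferation genes as lower and genes of protein localisation to the endoplasmic reticulum as higher at 24H, and the cell cycle and endoplasmic reticulum targeting sets had scores of 0.647 (adjusted p = 0.998) and -0.639 (adjusted p = 0.998). It gives developmental and growth factor response genes as lower at both time-points, and at 48H the families used here had scores of -1.02 (adjusted p = 0.487) and 1.49 (adjusted p = 0.0494), the second not past the threshold with 100000 permutations (adjusted p = 0.0548). The direct test of 48H against 24H gave 1.17 (adjusted p = 0.221) for the developmental and 1.98 (adjusted p = 0.000201) for the growth factor families. At 48H, 64 genes of the developmental families were lower and 42 higher, 11 and 4 of them with an adjusted p-value under 0.05. Both families were chosen after the fold changes had been seen, so their scores do not test the paper's terms. The sets and families used here are not the GO and KEGG lists of the paper.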

Other observations

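The tests on the GC correction of the calls and of the cell cycle genes and on fibroblast markers were chosen after their results had been seen, and the other tests below before theirs.

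Across 13890 genes, which are not independent replicates, log2 fold changes at 48H had a Spearman correlation of -0.35 with the GC content of the transcript and of 0.16 with its length. The correlation with GC content was -0.25 at 24H and -0.22 between 48H and 24H. Deviations of single libraries from the gene mean had correlations with GC content of 0.13, 0.39 and 0.18 in controls, -0.063, -0.087 and 0.23 at 24H, and -0.24, -0.26 and -0.097 at 48H. With a GC correction, 76.2% of the genes called at 48H (202 of 265) were called, and of the 250 that have a GC value, 190 (76.0%), so a part of the calls cannot be told apart from a GC bias between libraries. With a length correction, 92.8% were called, so length bias did not make most of the calls. Between 48H and 24H, 232 of 252 genes were called with the GC correction.

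Gene sets were also scored in other splits of the libraries, with adjustment over the 7 sets of each comparison. At 24H, 3 sets passed, and 2 of the 4 splits that part all 3 same-numbered pairs, the real one included, gave as many. At 48H, 6 sets passed, and 1 of the 4 splits gave as many, while the others gave at most 2. The splits that part 1 pair gave at most 1 set at 24H and 4 at 48H. At 48H the real split gave more sets than any other, and at 24H another split gave as many. The gene set results at 24H thus cannot be told apart from another grouping of the libraries. At 48H the share of the real split cannot go below 1 of 4, or below 1 of 10 over all splits. That share therefore cannot decide the question at 48H.

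Fibroblast marker genes had a score of -1.82 (adjusted p = 0.00243) at 48H, with 13 genes lower and 6 higher, also with RLE factors and with a GC correction. Their score at 24H was -0.984 (adjusted p = 0.548). The direct test of 48H against 24H gave -1.50 and did not pass (adjusted p = 0.0826). COL1A1, COL1A2, COL5A1, COL6A1 and COL6A3, among the markers that fell at 48H, are also collagen genes. The score at 48H is therefore not independent of the collagen score. A smaller share of another cell type would lower the markers together. Of the 17 markers with a mean normalised count of at least 50, 8 fell and 3 rose with an adjusted p-value under 0.05, namely THY1 (log2 fold change 0.47, standard error 0.0715, adjusted p = 0.00147), FBLN1 (log2 fold change 0.40, standard error 0.108, adjusted p = 0.0341) and FBLN2 (log2 fold change 0.28, standard error 0.0820, adjusted p = 0.0466), which were chosen after their values were seen. The markers thus did not fall together, but those that rose do not rule out a smaller share of another cell type, and the pattern cannot be told apart from it. Time in culture was not tested.

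At 48H, PLA2G4B fell (log2 fold change -1.14, standard error 0.138, adjusted p = 0.000302) while JMJD7-PLA2G4B, a gene that overlaps it and was chosen after its values were seen, rose (log2 fold change 0.68, standard error 0.175, adjusted p = 0.0264). The summed counts of JMJD7, PLA2G4B and JMJD7-PLA2G4B did not pass (log2 fold change -0.24, standard error 0.0849, adjusted p = 0.0851). Reads split between the overlapping genes are a candidate explanation.

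The cell cycle genes had a score of 1.65 (adjusted p = 0.0242) at 48H, with 75 genes higher and 21 lower, and in 4 of 6 fits without 1 library it did not pass. Its score was 1.03 with a GC correction and did not pass, so this result cannot be told apart from a GC bias between libraries. A list of 31 cholesterol and fatty acid synthesis genes, chosen after the fold changes had been seen, had a score of -1.68 (adjusted p = 0.0101) at 24H, with 27 genes lower, and of 1.58 (adjusted p = 0.0435) at 48H, with 27 genes higher, where the adjusted p was 0.0502 with 100000 permutations. The direct test of 48H against 24H gave 2.13 (adjusted p = 0.000104). This list passed at 24H and at 48H with a GC correction (scores -1.62 and 1.88), and no other explanation was tested for it.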
